# Osteoblast‐derived extracellular vesicles exert osteoblastic and tumor‐suppressive functions via SERPINA3 and LCN2 in prostate cancer

**DOI:** 10.1002/1878-0261.13484

**Published:** 2023-08-04

**Authors:** Kagenori Ito, Tomofumi Yamamoto, Yusuke Hayashi, Shun Sato, Jun Nakayama, Fumihiko Urabe, Takeo Shimasaki, Eijiro Nakamura, Yoshiyuki Matui, Hiroyuki Fujimoto, Takahiro Kimura, Shin Egawa, Takahiro Ochiya, Yusuke Yamamoto

**Keywords:** extracellular vesicles, LCN2, osteoblastic bone metastasis, prostate cancer, SERPINA3

## Abstract

Clinically, the osteolytic phenotype is rare in prostate cancer (PCa), and the prognosis is generally worse than that of the osteoblastic phenotype. Osteoblastic prostate cancer (BPCa) is a major type of bone metastasis. Several factors responsible for osteogenesis have been identified, but the molecular mechanism of osteoblastic bone metastasis in PCa is not fully understood. Here, we show the osteogenic and tumor‐suppressive roles of SERPINA3 and LCN2 in BPCa. In a co‐culture of osteoblasts (OBs) and BPCa cells, SERPINA3 and LCN2 were remarkably upregulated in BPCa via OB‐derived extracellular vesicles, while they were not in the co‐culture of OBs and osteolytic prostate cancer (LPCa) cells. In both the co‐culture system and mouse xenograft experiments with intracaudal injection, enhanced expression of SERPINA3 and LCN2 in PCa led to osteogenesis. Additionally, the addition of SERPINA3 and LCN2 to BPCa cells significantly suppressed the proliferative potential. Retrospective analysis also confirmed that high expression levels of SERPINA3 and LCN2 were significantly correlated with a better prognosis. Our results may partially explain how osteoblastic bone metastasis develops and why the prognosis for BPCa is relatively better than that for LPCa.

**Abbreviations**
AA: antibiotic antimycotic solution
BPCa: osteoblastic prostate cancer
CM: conditioned medium
CT: computed tomography
EVs: extracellular vesicles
IHC: immunohistochemistry
IVIS: *in vivo* imaging systems
LPCa: osteolytic prostate cancer
MRI: magnetic resonance imaging
NCC: National Cancer Center
OBs: osteoblasts
OCs: osteoclasts
OS: overall survival
PCa: prostate cancer
PFS: progression‐free survival
RNA‐seq: RNA sequencing
STR: short tandem repeat
TRAP: tartrate‐resistant acid phosphatase

## 1 Introduction

Prostate cancer (PCa) is the second leading cause of morbidity and sixth leading cause of mortality worldwide [1]. Despite the high morbidity, patients with localized PCa can achieve complete remission by operation or radiation. The 5‐year survival rate is almost 100% for localized PCa [2]. PCa often metastasizes mostly to bone and then relocates into other organs, such as lung and liver. Once metastasis occurs, the 5‐year survival rate decreases to 32.3% [2]. However, this rate of PCa is relatively higher than that of other cancers that frequently cause bone metastasis (breast 30%, kidney 15.3%, lung 7%, and liver 3.1%) [2]. PCa develops osteoblastic bone metastasis; other cancers largely develop osteolytic bone metastasis. This phenomenon could be explained by the relationship between the bone metastasis phenotype and prognosis.

The phenotype of bone metastasis varies among cancer types. Bone metastases are osteolytic in most types of cancers; for example, only 20% of bone metastases of breast cancer and several lung cancers are osteoblastic; others are osteolytic bone metastases. However, 99% of bone metastases in PCa are osteoblastic. PCa seems to have a specific process to induce osteogenesis rather than osteolysis [3]. Clinically, Shimasaki et al. [4] reported that the population with osteolytic bone metastasis of PCa had a worse prognosis than that of the osteoblastic phenotype. Laorden et al. reported that C‐telopeptides of type 1 collagen (CICP) and bone‐specific ALP (BALP) were osteoblastic markers, indicating good prognosis in PCa [5]. Based on these data, the osteoblastic bone metastatic phenotype of PCa may contribute to good survival.

Bone matrix is mainly formed by calcium, phosphate, and collagen. In the bone matrix, there are several types of cells, such as osteocytes, osteoblasts (OBs), osteogenic cells, and osteoclasts (OCs). Among them, OBs and OCs degrade and produce the matrix to renew the bone, maintaining the balance of bone metabolism [6]. Once cancer cells invade beside the bone matrix, cancer cells affect this bone metabolism and disrupt the balance. In the case of PCa, an increase in bone matrix is observed in osteoblastic prostate cancer (BPCa), and in contrast, a decrease in bone matrix is found in osteolytic prostate cancer (LPCa) [7]. Cancer cells release many humoral factors, such as proteins, extracellular vesicles (EVs), and cytokines, which might influence the OB and OC balance. Many humoral factors, such as BMP2, TGFβ, IGF1, IGFBP3, PDGF, FGF, VEGF, WNT, ET1, PSA, uPA, and MDA‐BF‐1, released by PCa are known to play a role in osteogenesis [8]. However, the key factors that create osteoblastic bone metastasis are still unclear.

In this study, to clarify the relationship between osteoblastic bone metastasis in PCa and the relatively better prognosis compared with osteolytic bone metastasis, we evaluated the effect of intercellular communication among BPCa cells, LPCa cells, OBs, and OCs in a horizontal co‐culture system. We found that the interaction between BPCa cells and OBs specifically induced SERPINA3 and LCN2 expression in BPCa via OB‐derived EVs. Gain‐of‐function experiments of SERPINA3 and LCN2 in the horizontal co‐culture system and NICO‐1 and mouse xenograft experiments showed osteogenic and tumor‐suppressive roles in PCa. Using publicly available large‐scale datasets and plasma from PCa patients, we also showed the clinical relevance of SERPINA3 and LCN2 in PCa.

## 2 Materials and methods

### 2.1 Cell lines and cell culture

The human PCa cell lines DU145 (RRID:CVCL_0105; ATCC, Manassas, VA, USA) and VCaP (RRID:CVCL_2235; ATCC) were cultured in DMEM (Nacalai Tesque, Inc., Kyoto, Japan) with 10% heat‐inactivated FBS (ATCC) and 1% antibiotic‐antimycotic solution (AA; Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C. The human PCa cell lines 22Rv1 (RRID:CVCL_1045; ATCC) and PC‐3M‐luc‐C6 (RRID:CVCL_D577; Xenogen, Alameda, CA, USA) were cultured in RPMI 1640 medium (Nacalai Tesque, Inc.) with 10% heat‐inactivated FBS and 1% AA at 37 °C. The human PCa cell lines C4 (RRID:CVCL_4783; ATCC), C4‐2 (RRID:CVCL_4782; ATCC), and C4‐2B (RRID:CVCL_4784; ATCC) were cultured in DMEM/F12 (4 : 1) (Nacalai Tesque, Inc.) with 0.100 μg·mL^−1^ insulin, 275 ng·mL^−1^ triiodothyronine, 88.6 ng·mL^−1^ apo‐transferrin, 4.9 ng·mL^−1^ d–biotin, 251.8 ng·mL^−1^ adenine (T‐medium), 10% heat‐inactivated FBS, and 1% AA at 37 °C. All components of T‐medium were combined, mixed well, and sterilized using a 0.22‐μm filter, and 5.7 mL was aseptically dispensed into sterile tubes. The murine monocytic cell line RAW264.7 (RRID:CVCL_0493; ATCC), human osteosarcoma cell lines MG63 (RRID:CVCL_0426, ATCC) and Saos2 (RRID:CVCL_0548; ATCC), and murine pre‐OB cell line MC3T3‐E1 subclone 4 (RRID:CVCL_5440; ATCC) were cultured in αMEM without ascorbic acid (Thermo Fisher Scientific) with 10% heat‐inactivated FBS and 1% AA at 37 °C. RAW264.7 cells were used in passages 6–10 from purchase. For routine maintenance, each cell line was grown as a monolayer at 37 °C with 5% carbon dioxide and 95% relative humidity. C4, C4‐2, C4‐2B, 22Rv1, MC3T3‐E1 subclone4, RAW264.7, and VCaP cell lines were purchased from ATCC in the past 3 years. DU145, PC‐3M‐luc‐C6, MG63, and Saos2 cell lines were confirmed to be free of cross‐contamination with human cultured cells using Promega's (Madison, WI, USA) short tandem repeat (STR) analysis system and the STR database constructed from the Japanese Collection of Research Bioresources (JCRB) cell bank in the past 3 years. All cell lines were checked as mycoplasma free (MycoAlert Mycoplasma Detection Kit; Lonza, Basel, Switzerland). We used DU145 [9], 22Rv1 [10], and PC‐3M as LPCa; C4‐2 [11], C4‐2B [12], and VCaP [13] as BPCa, whose bone metastasis phenotypes are shown in sited papers.

### 2.2 Horizontal co‐culture

Each PCa cell line (DU145; 6.0 × 10^3^ cells, 22Rv1; 3.0 × 10^4^ cells, C4‐2; 1.5 × 10^4^ cells, C4‐2B; 1.5 × 10^4^ cells, PC‐3M; 6.0 × 10^3^ cells, and VCaP; 2.0 × 10^5^) was co‐cultured in a horizontal co‐culture system (NICO‐1; Ginrei Lab, Kanazawa, Japan) with and without murine monocytic cells (pre‐OC, RAW264.7; 7.5 × 10^3^ cells) to evaluate the effect of humoral factors secreted from RAW264.7 cells on PCa cells and humoral factors secreted from PCa cells on RAW264.7 cells. Each PCa cell line was also co‐cultured with and without OB‐like cells (MG63; 5.0 × 10^3^ cells, Saos2; 2.0 × 10^4^ cells, and MC3T3; 3.0 × 10^4^ cells). Filters of 0.03 and 0.6 μm were inserted between wells as previously described [14]. αMEM with ascorbic acid (Thermo Fisher Scientific) with 10% heat‐inactivated FBS was used for the co‐culture method.

### 2.3 Boyden co‐culture

Each PCa cell line (PC‐3M; 6.0 × 10^3^ cells and C4‐2B; 1.5 × 10^4^ cells) was co‐cultured in the upper Boyden chamber of a 12‐well plate (vertical co‐culture) with murine monocytic cells (RAW264.7; 1.0 × 10^4^ cells) or OB‐like cells (MG63; 6666 cells, Saos2; 2.0 × 10^5^ cells, and MC3T3‐E1; 2.0 × 10^5^ cells) in the lower chamber of a 12‐well plate to evaluate the effect of humoral factors secreted from PCa cells on RAW264.7 and OB‐like cells. αMEM with ascorbic acid (Thermo Fisher Scientific) with 10% heat‐inactivated FBS was used for the co‐culture method. For EV inhibition, GW4869 (5 or 10 μm; Selleck Chemicals, Houston, TX, USA) was applied to culture medium of MG63 and C4‐2B.

### 2.4 Osteoclast differentiation

RAW264.7 cells were seeded in NICO‐1 at a density of 7.5 × 10^3^ cells per well or seeded in 96‐well plates at a density of 4.0 × 10^3^ cells per well. Recombinant mouse sRANKL (GST‐RANKL; Oriental Yeast Co., Tokyo, Japan) was administered at a concentration of 50 ng·mL^−1^ along with seeding of RAW264.7 cells. On Day 5, the cells were stained with tartrate‐resistant acid phosphatase (TRAP) using a TRAP Staining Kit (Cosmo Bio, Tokyo, Japan). TRAP‐positive multinuclear cells containing three or more nuclei were counted as osteoclasts under a light microscope.

### 2.5 qRT–PCR

Total RNA was isolated from the cell pellets using an RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA was converted to first‐strand cDNA using the High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA). Real‐time PCR analyses were performed using Platinum™ SYBR™ Green qPCR Super Mix‐UDG (Thermo Fisher Scientific). The expression of mRNA was normalized to β‐actin or B2‐microglobulin. Raw qRT‐PCR data from RAW246.7 cells were normalized to B2 microglobulin. Others were normalized to β‐actin. All primer sequences are shown in Table S1.

### 2.6 Whole RNA sequencing

RNA was isolated by an RNeasy Mini Kit (Qiagen) from each cell lysate. RNA sequencing was performed using DNBSEQ‐G400 (MGI Tech, Shenzhen, China) by Genewiz (Saitama, Japan). Expression levels for each gene were quantified from the sequencing data by kallisto (ver. 0.46.0) [15]. Afterward, the data were summarized using the tximport package (ver. 1.18.0) of r software (ver. 3.6.3), and scaled TPM counts were used for further analysis. Genes with low read coverage (maximum read count: < 100 reads) were excluded.

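Summed over the transcripts of each gene, the deposited table held 27852 genes with a symbol, and 14406 of them had a highest value under 100 counts across all 36 samples before rounding. The minimum was applied to the rounded counts of the samples in each test. It kept 13437 genes for the 20 samples without RANKL and 11525 genes for the 16 samples with RANKL. The count that a gene reaches depends on the depth of the library, and the mono-cultures without RANKL had 2.46 times the median total of all other libraries, so a gene of the same expression passed more readily there. When these mono-cultures were replaced by the mono-cultures with RANKL, 11712 genes passed in the comparison with the MG63 co-cultures.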

### 2.7 Expression vector constructs

SERPINA3 (pLV[Exp]‐Hygro‐EF1A > hSERPINA3, ID: VB210404‐1086jxf), LCN2 (pLV[Exp]‐Bsd‐CBh > hLCN2, ID: VB210622‐1321dgd), and empty (pLV[Exp]‐Puro‐EF1A > ORF, ID: VB900122‐0484ubz) expression vectors were produced by Vector Builder (Chicago, IL, USA). The luciferase (pLenti‐CMV‐luc‐puro) expression vector was kindly provided by Dr Yosuke Tanaka (the National Cancer Center (NCC) Research Institute). The Venus (pLenti‐EF1‐Venus) expression vector was kindly provided by Ms Yuka Kuroiwa (NCC Research Institute).

### 2.8 Lentiviral packaging and infection

HEK293T cells were seeded in 10‐cm culture dishes at a density of 2.0 × 10^6^ and transfected with 6 μg of lentiviral plasmids mixed with 3 μg VSVG, 3 μg LP1, 3 μg LP2, and 60 μL of Lipofectamine 2000 reagent (Thermo Fisher Scientific). Six hours after transfection, the culture supernatant was replaced with DMEM. Forty‐eight hours after medium replacement, the culture supernatant was harvested and centrifuged and then filtered through a 0.45 μm filter to remove cell debris. PC3M‐luc‐SERPINA3, PC3M‐luc‐LCN2, PC3M‐luc‐Venus, C4‐2B‐luc, C4‐2B‐luc‐SERPINA3, C4‐2B‐luc‐LCN2, and C4‐2B‐luc‐Venus cells were established by lentiviral infection of the target genes via administration of plasmid‐infected HEK293T‐conditioned medium (CM). SERPINA3‐overexpressing cells were selected with 150 μg·mL^−1^ hygromycin B (Invitrogen, Waitham, MA, USA) for 5 days. LCN2‐overexpressing cells were selected with 7.5–10 μg·mL^−1^ blasticidin S HCl (Thermo Fisher) for 5 days. Luciferase‐overexpressing cells were selected with 1 μg·mL^−1^ puromycin (Thermo Fisher) for 2 days.

### 2.9 Patient plasma samples

The collection and usage of human plasma from PCa patients (*n* = 39) by the NCC were approved by National Cancer Center Institutional Review Board (No. 2020‐078). Plasma was collected from NCC patients at outpatient visits, which were undertaken with the understanding and written consent of each subject, aliquoted and stored at −80 °C until use, and freeze–thawing was avoided thereafter (January 2010 to December 2020). This study's methodologies conformed to the standards set by the Declaration of Helsinki.

### 2.10 Caspase activity assay

Caspase activity was determined by using the Caspase‐Glo 3/7 Assay System (Promega) according to the manufacturer's instructions. Luminescence was measured by using a SpectraMax iD3 plate reader was made by Molecular Devices (San Jose, CA, USA).

### 2.11 Invasion assay, wound healing assay, and colony formation assay

All assays were performed by C4‐2B cell lines (C4‐2B, C4‐2B‐SERPINA3, C4‐2B‐LCN2, and C4‐2B‐SERPINA3‐LCN2). Images were acquired with a BZ‐X700 microscope (Keyence Corporation, Osaka, Japan) and analyzed using imagej software. Invasion assay was performed by seeding cells (1.0 × 10^5^ cells/well) on the 48‐well‐sized collagen‐coated upper chamber of 8‐μm‐pore‐size transwell inserts (Corning, Corning, NY, USA) with serum‐free DMEM medium (Thermo Fisher Scientific). 20% FBS added DMEM medium was added in lower chamber. After incubation for 24 h, migrated cells at the lower surface of the membrane were fixed with 4% paraformaldehyde–PBS (Fujifilm Wako Pure Chemical Corporation, Osaka, Japan) and stained with 0.005% crystal violet solution (Fujifilm Wako Pure Chemical Corporation). Then, margin liquid and cells on the upper surface of the membrane were removed with a cotton swab. Wound healing assay was performed by seeding cells (2.0 × 10^6^ cells/well) on the 35 mm dish. After incubation for 24 h until cell attaches to plate as 100% confluent, wounds were generated using a 200 μL micropipette tip. After incubation for 18 h, analysis was performed. Colony formation assay was performed by DMEM culture medium containing 0.3% agarose (Cytiva, Tokyo, Japan) with cells (1.0 × 10^4^ cells/well) over a bottom layer of 0.6% agarose in DMEM culture medium was plated in each well of a 6‐well plate and cultured for 3 weeks. Colonies were fixed with 4% paraformaldehyde–PBS for 10 min and stained with 0.005% crystal violet solution for 10 min. After removing the overdyed region with Milli‐Q water, colony numbers were calculated.

### 2.12 ELISA

SERPINA3 and LCN2 concentrations were determined by ELISA using the Human Alpha 1 Antichymotrypsin ELISA Kit (ab157706; Abcam, Cambridge, UK) and Human Lipocalin‐2 ELISA Kit (ab119600; Abcam), respectively, according to the manufacturer's instructions. Absorbance was measured by using a SpectraMax iD3 plate reader.

### 2.13 Preparation of conditioned medium and EVs

The cells were washed with phosphate‐buffered saline without calcium chloride and magnesium chloride (PBS−), and the culture medium was replaced with advanced DMEM (Thermo Fisher Scientific) for DU145 and MG63 cells, advanced RPMI 1640 medium (Thermo Fisher Scientific) for 22Rv1 cells, and advanced DMEM (Thermo Fisher Scientific)/advanced DMEM/F12 (Thermo Fisher Scientific) (3 : 2) for C4‐2 and C4‐2B cells. Each advanced medium contained 1% AA and 2 mm l‐glutamine. EVs from the CM of cells were isolated by a differential ultracentrifugation protocol, as we previously reported [16]. Briefly, the CM was centrifuged at 2000 ***g*** for 10 min to remove contaminating cells. The resulting supernatants were then transferred to fresh tubes and filtered through a 0.22 μm filter (Millipore, Burlington, MA, USA). The filtered CM was centrifuged for 70 min at 110 000 ***g*** to pellet the enriched EVs (Beckman Coulter, Rea, CA, USA). The pellets were washed with 11 mL of PBS and ultracentrifuged at 110 000 ***g*** for another 70 min. The EV pellets were stored in the refrigerator at 4 °C until use. The fraction containing the EVs was measured for its protein content using the Quant‐iTTM Protein Assay with Qubit2.0 Fluorometer (Invitrogen).

### 2.14 PKH67‐labeled EV transfer

Purified EVs derived from MG63 cells were labeled with the PKH67 Green Fluorescent Labeling Kit (Sigma‐Aldrich, St. Louis, MO, USA). EVs were incubated with 2 μm PKH67 for 5 min, washed four times through a 100‐kD filter (Microcon YM‐100; Millipore) to remove excess dye, and incubated with C4‐2B cells at 37 °C.

### 2.15 Nanoparticle tracking analysis

Extracellular vesicles were resuspended in PBS and further diluted for analysis in a Nanosiht is made by Quantum Design (San Diego, CA, USA) LM10‐HS system according to the manufacturer's protocol.

### 2.16 Bone metastasis assay *in vivo* and isolation of tumor cells from bone metastatic lesions

NOD SCID (NOD.CB17‐Prkdc^scid^/J) mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) and housed in the specific pathogen‐free area. The experiments were approved by NCC (T19‐003‐M02) and carried out in consideration of the “Guideline for Animal Experiments in National Cancer Center” and the 3Rs stipulated by the Animal Welfare Management Act. The caudal artery injection procedure in mice has been previously reported [17]. C4‐2B‐luc (1.0 × 10^6^ cells/100 μL of PBS−) was injected into the caudal artery of 5‐week‐old male SCID mice. Tumors were monitored by IVIS Lumina II (PerkinElmer, Waitham, MA, USA) every week until bone metastatic tumors appeared in the femur or tibia. After the mouse was sacrificed, the femur and tibia were isolated. Both edges of the bones were removed. The bone marrow cavity was washed with PBS through a 23‐gauge injection needle in a 6‐cm dish several times. The legs of the transplanted mice were cut into small pieces with sterilized forceps in the same 6‐cm dishes with C4‐2B culture medium. The medium was replaced every day until cancer cells invaded the bone tissues attached to the bottom of the dish. Debris of bone and muscle were removed when cancer cells proliferated in the dishes. Cancer cells were selected with 1 μg·mL^−1^ puromycin until no floating dead cells were observed.

PC‐3M (1.0 × 10^6^ cells/100 μL of PBS−) was injected into mice as shown above. After 5 weeks, the mouse was sacrificed, and both legs were separated from the pelvis, fixed in 4% paraformaldehyde PBS−, and embedded in paraffin.

### 2.17 *In vivo* bioluminescence imaging

Beetle luciferin and potassium salt (Promega) were dissolved in PBS to a final concentration of 15 mg·mL^−1^ and then filtered using a 0.22 μm filter. The luciferin solution was injected at 10 μL·g^−1^ of mouse weight into each mouse intraperitoneally. After 10 min, bioluminescence was imaged using an IVIS Lumina II system (PerkinElmer) [18].

### 2.18 Patient tissue samples

The collection and usage of human tissue from PCa patients (*n* = 5) by the Jikei University, Japan, were approved by the Jikei University Institutional Review Board (No 21‐102(5680)). Prostate biopsy tissue taken at the initial diagnosis and lumbar spine tissue taken after multiple osteoblastic bone metastasis formation following treatment failure were each from the same patient and were undertaken with the understanding and written consent of each subject (January 2010 to December 2022). Tissues were fixed with 10% neutral buffered formalin and embedded in paraffin. This study's methodologies conformed to the standards set by the Declaration of Helsinki.

### 2.19 Immunohistochemical staining

Human samples were fixed with 4% paraformaldehyde (30525‐89‐4; Fujifilm, Osaka, Japan) in PBS and embedded in paraffin. The paraffin‐embedded samples were baked for 1 h at 60 °C before proceeding with the following steps. The paraffin sections were deparaffinized and rehydrated in xylene, a graded ethanol series that decreased stepwise from 100% to 50%, and distilled water. For immunohistochemistry (IHC) analysis, antigen retrieval was performed by proteinase K (S3020; Agilent, Dako, Santa Clara, CA, USA) at room temperature for 3 min. Endogenous peroxidase activity was blocked with 3% H_2_O_2_ in ultrapure water for 30 min. Then, these sections were incubated in 2.5% normal horse serum (Vector Laboratories, Newark, CA, USA) for 20 min at room temperature. The specimens were incubated with primary antibodies against SERPINA3 (HPA000893; Sigma‐Aldrich Co.) by 1 : 5000 dilution and LCN2 (HPA002695; Sigma‐Aldrich Co.) by 1 : 1000 dilution at 4 °C overnight. Then, the sections were incubated with the secondary antibody solutions for 30 min at room temperature. The sections were stained with an ImmPACT^®^ DAB EqV substrate kit (Vector Laboratories) followed by staining with hematoxylin, dehydration, and mounting. Images were acquired with a BZ‐X700 microscope (Keyence Corporation) and analyzed using image analysis. All rights reserved. No reuse is allowed without permission.

Mouse samples were fixed with 4% paraformaldehyde in PBS. Decalcification was performed by shaking the samples at 25 °C for 4 days using 1% ZnSO_4_ (Fujifilm) added to 10% EDTA2Na (20251; Muto Pure Chemicals, Tokyo, Japan) as the decalcification solution. Paraffin embedding was performed in an automatic machine (0403‐00; Sakura seiki, Nagano, Japan). Paraffin‐embedded samples were then sliced with a microtome (TRAP stain: 3 μm, ALP stain: 6 μm) and affixed to microscope slides. Paraffin sections were deparaffinized as described above. TRAP and ALP staining was performed using the TRAP/ALP Stain Kit (294‐67001; Fujifilm).

### 2.20 Statistical analysis

The data presented in the bar graphs are the means ± SDs of at least three independent experiments. The statistical analyses were performed with Student's *t*‐test, which was used to evaluate the co‐culture effect. Analysis of variance (ANOVA) was used for multiple comparisons, followed by Tukey's or Dunnett's multiple comparison test. Survival curves were drawn with the Kaplan–Meier method and analyzed with the log‐rank test. Significance was defined as *P* < 0.05. The statistical software used was prism version 8 (GraphPad Software, Inc.).

## 3 Results

### 3.1 LPCa is more progressive than BPCa

Osteolytic prostate cancer was reported to be a more progressive cancer than BPCa [4, 5]. To validate these reports, we retrospectively analyzed data from PCa patients at the National Cancer Institute, Japan. Fifty‐two patients were assigned to either the no bone metastasis cancer (local) group (*n* = 21), osteoblastic bone metastasis (BPCa) group (*n* = 19), or osteolytic bone metastasis group (LPCa) (*n* = 12) by bone imaging examination (CT, MRI, and bone scintigraphy). PSA progression free survival (PFS) was significantly shorter in LPCa group than in BPCa and local group (*P* = 0.0229 and *P* = 0.0477, Fig. 1A). Although overall survival (OS) showed no difference (*P* = 0.4960, Fig. S1A), which due to the short observation and relatively long survival of PCa. The baseline demographic characteristics were determined, and largely, the bone metastatic PCa group (osteoblastic and osteolytic) exhibited an aggressive phenotype compared with local PCa group (Table S2 and Fig. S1B). However, no significant difference in characteristics was observed between the osteoblastic and osteolytic bone metastasis groups (Table S2). These classifications, which are commonly used in clinical practice, cannot be used to delineate BPCa versus LPCa. Thus, consistent with previous reports, our data also showed a poorer prognosis in LPCa than BPCa. A new clinical classification that distinguishes between BPCa and LPCa is useful to predict survival of PCa.

**Fig. 1:**
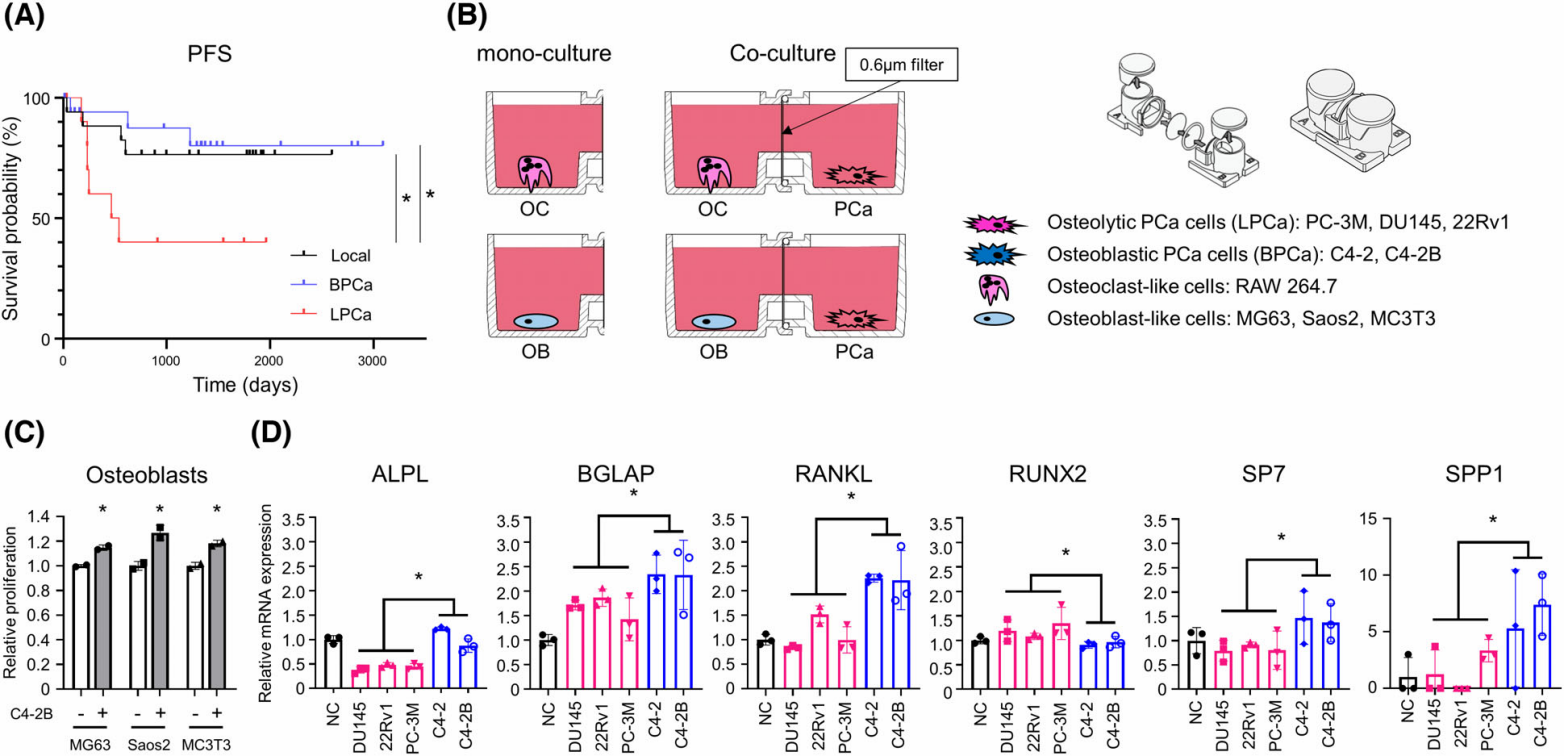
Horizontal co‐culture of OBs with LPCa or BPCa cells. (A) PSA progression‐free survival in patients with local PCa, BPCa, and LPCa. *P < 0.05; based on log‐rank test. (B) Schema of the horizontal co‐culture system using NICO‐1. A 0.6 μm filter was set between two wells to observe an interaction of two cell types. Mono‐culture was prepared as a control. (C) Proliferation of OBs with and without BPCa cells in the horizontal co‐culture system. *n* = 3, *P < 0.05; based on Student's *t* test. (D) Expression of OB differentiation marker genes in OBs measured by qRT–PCR with and without PCa cells (LPCa and BPCa). *n* = 3, *P < 0.05; based on Student's *t* test. All error bars indicate SD.

### 3.2 OBs proliferate and differentiate in horizontal co‐culture with BPCa cells

To investigate molecular differences between LPCa and BPCa, we focused on the relationship between bone resident cells and cancer cells. Humoral factors and EVs from PCa are known to affect the proliferation and differentiation of OCs and OBs [19]. To further examine intercellular communication, we used a horizontal co‐culture system instead of a vertical co‐culture system because this system can promote mutual interaction between two cell types [20].

First, to determine the effect of PCa on pre‐OC proliferation and differentiation, we cultured RAW264.7 cells with either LPCa or BPCa cells with sRANKL (50 ng·mL^−1^) (Fig. 1B). RAW264.7 cells are known to differentiate in OCs by RANKL medication [21]. Co‐culture with both DU145 (LPCa) cells and C4‐2B (BPCa) cells slightly inhibited the growth of RAW264.7 cells compared with mono‐culture (Fig. S2A). On the other hand, qRT–PCR analysis and microscopic observation showed OC differentiation by co‐culture with DU145 and C4‐2B cells compared with mono‐culture (Fig. S2B,C). In particular, C4‐2B cells promoted clear differentiation of RAW264.7 cells. These results suggested that both BPCa and LPCa cells suppress proliferation and induce differentiation in OCs. Thus, because no obvious difference in OCs was observed between LPCa and BPCa cells, factors determining the phenotype of bone metastases could not be explained by their interaction with OCs.

Next, to determine the effect of PCa cells on OB proliferation and differentiation, we cultured OB‐like cells such as MG63, Saos2, and MC3T3 with either LPCa (DU145, 22Rv1, and PC‐3M) or BPCa (C4‐2 and C4‐2B) cells (Fig. 1B). The growth of all OB‐like cells was significantly increased by co‐culture with C4‐2B cells (Fig. 1C). qRT–PCR analysis showed that OB‐like cells co‐cultured with BPCa cells had significantly increased OB differentiation markers, except RUNX2, compared with co‐culture with LPCa cells (Fig. 1D). These results suggested that humoral factors from BPCa cells, but not LPCa cells, selectively increased OB proliferation and differentiation. Thus, we speculated that the phenotypic differences in bone metastasis between BPCa and LPCa rely mainly on the OB interaction but not the OC interaction.

### 3.3 SERPINA3 and LCN2 were selectively overexpressed in BPCa cells co‐cultured with OB‐like cells

In a bone metastasis environment, both cancer cells and bone resident cells are mutually stimulated. To investigate key factors responsible for osteoblastic bone metastasis, we searched for genes (factor X) that were specifically upregulated in BPCa cells in the interaction with OB‐like cells, while this interaction did not occur between LPCa cells and OB‐like cells (Fig. S3A). For this purpose, we set up the co‐culture system and performed RNA sequencing in BPCa cells alone, LPCa cells alone, BPCa cells with OB‐like cells, and LPCa cells with OB‐like cells. Briefly, DU145 (LPCa), 22Rv1 (LPCa), C4‐2 (BPCa), and C4‐2B (BPCa) cells were co‐cultured with MG63 cells in a horizontal co‐culture system, NICO‐1, for 5 days, and total RNA was extracted from PCa cell lysates for RNA sequencing (Fig. S3B). 

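RNA sequencing covered 36 cultures in 16 groups. For each of the 4 PCa cell lines there were 3 mono-cultures, 2 co-cultures with MG63 cells, 2 mono-cultures with 50 ng/mL RANKL, and 2 co-cultures with RAW264.7 cells in the presence of RANKL. MG63 is a human osteosarcoma line used as OB-like cells, and RAW264.7 is a mouse macrophage line that RANKL drives toward OCs. All cultures were harvested on day 5, and the partner cells grew behind a filter with 0.6 µm pores. The authors assigned the reads to transcripts with kallisto and deposited a count per transcript. Most of these counts are not whole numbers, and they may already be scaled. They were summed per gene, and the sums were rounded to whole numbers for the tests. The 12 mono-cultures without RANKL had total counts between 23932472 and 36719047, with a median of 31454200. The 8 MG63 co-cultures had between 10418452 and 15397563 (median 13857467), the 8 mono-cultures with RANKL between 10097501 and 13373083 (median 12339818), and the 8 RAW264.7 co-cultures between 9593426 and 15418211 (median 12334648). Every mono-culture without RANKL was thus sequenced more deeply than every other culture, and depth differs along with culture in a comparison of the MG63 co-cultures with these mono-cultures. The mono-cultures with RANKL had a depth close to that of the co-cultures and served as a second control. Expression levels are given as counts per 1e6 counts of the genes with a symbol in the library (CPM). A level of 3 counts was taken as the smallest that can be detected. Per 1e6 total counts it corresponded to at most 0.125 in the mono-cultures without RANKL and at most 0.313 in the other libraries. These limits cover counting error only, and a deposited count may not equal a read. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, with 1 mean per cell line and culture, and each phenotype was the average of its 2 cell lines. The p-values thus rest on the spread between replicate cultures, not between cell lines. The paper speaks of C4 sublines, so C4-2 and C4-2B are related and not independent examples of BPCa.

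**Figure D1:**
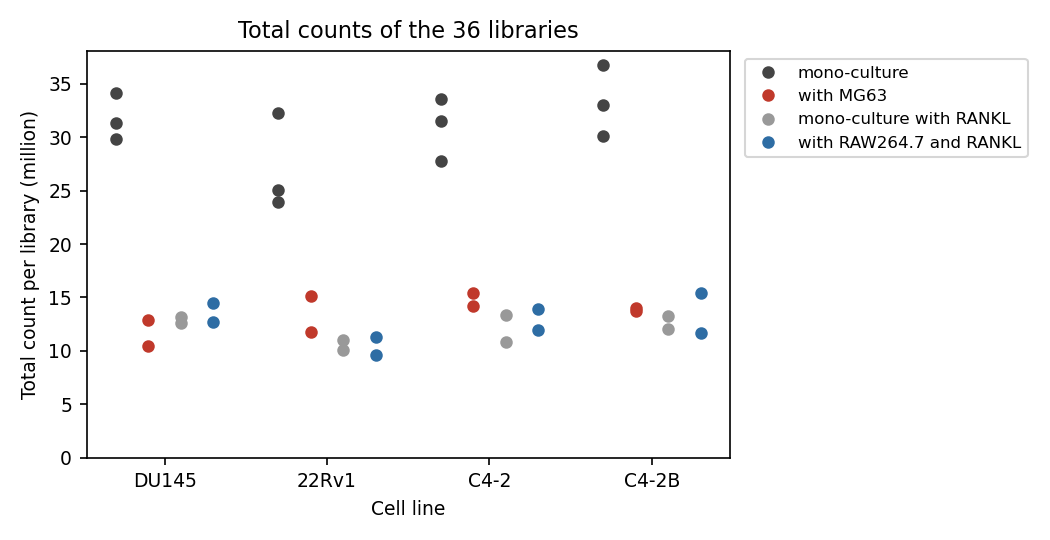
Total count of each of the 36 libraries (vertical axis, divided by 1e6), by cell line and culture. Each point is 1 library. The mono-cultures without RANKL lie at or above 23.9 and all other libraries at or below 15.4.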

PCA of the whole transcriptome showed three clusters that were divided into “DU145,” “22Rv1,” and “C4‐2, C4‐2B”, except for one sample of DU145 co‐cultured with MG63 cells (Fig. S4A). 

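The PCA was repeated on log2(CPM + 1) of the 13437 genes in the 20 libraries without RANKL. The first component carried 59.0% of the variance and the second 32.0%, and they separated DU145, 22Rv1 and the pair of C4-2 and C4-2B. All 20 libraries lay nearest the center of the mono-cultures of their own cluster, and 0 lay nearest another. Replicate 2 of DU145 with MG63 cells was 2.71 units from the center of the DU145 mono-cultures and 177 units from the nearest other center, and replicate 1 was 3.26 units from the DU145 center. Replicate 2 stood apart on the third component, which carried 2.81% of the variance. It lay at -53.0, whereas the other MG63 co-cultures lay between -17.3 and -0.01. A pseudocount of 0.1 or 10, scaling to unit variance, or the 500 most variable genes left the number nearest another cluster at 0.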

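A gene was called higher in a group when its fold change was above 2 and its unadjusted p from edgeR's quasi-likelihood test was under 0.05. The paper states the same 2 thresholds, but it does not name edgeR or say whether its p was adjusted. The genes that also had an adjusted p under 0.05 (Benjamini-Hochberg) are given in parentheses. In BPCa cells co-cultured with MG63 cells, 185 genes (144) were higher than in BPCa mono-culture, 1814 (1813) were higher than in LPCa mono-culture, and 1749 (1739) were higher than in LPCa cells co-cultured with MG63 cells. In LPCa cells co-cultured with MG63 cells, 163 genes (143) were higher than in LPCa mono-culture, 2206 (2200) than in BPCa mono-culture, and 2177 (2159) than in BPCa cells with MG63 cells. Between the mono-cultures, 1754 genes were higher in BPCa and 2272 were higher in LPCa. Co-culture also lowered 105 genes (77) in BPCa cells and 111 (81) in LPCa cells. With library size in place of TMM normalization, the LPCa comparison gave 129 higher and 146 lower genes, so its share of higher calls went from 59.5% to 46.9%. The filter on low counts moved the first number most: without it, 505 genes were higher in BPCa cells with MG63 cells than in BPCa mono-culture. Against the mono-cultures with RANKL, the same comparison called 105 genes, of which 52 were among the 185.

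**Figure D2:**
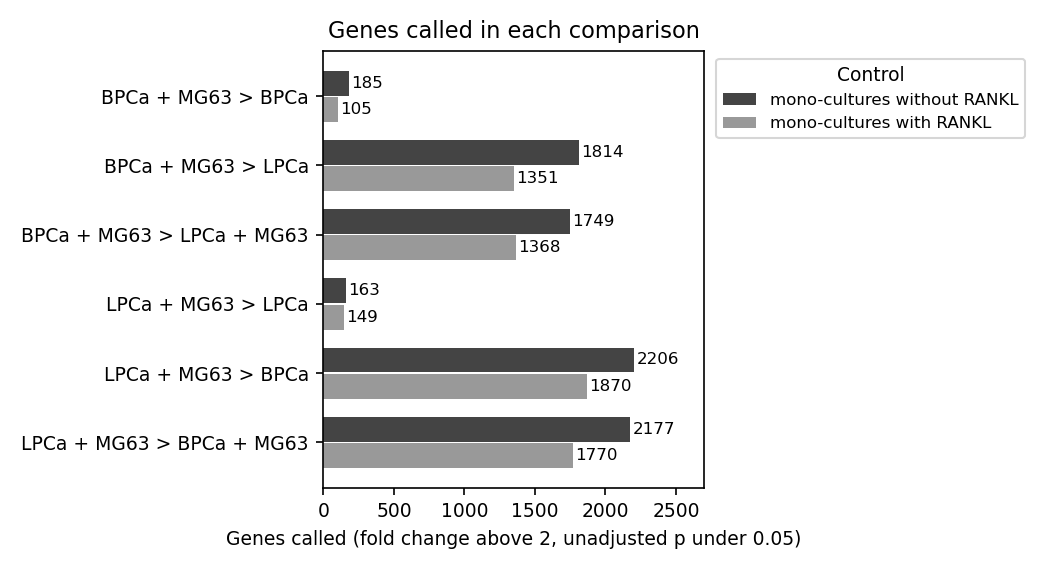
Number of genes called higher in the first group of each comparison (fold change above 2 and unadjusted p under 0.05). Dark bars use the mono-cultures without RANKL as control and light bars those with RANKL, where the comparison of LPCa cells with MG63 cells against LPCa mono-culture gave 149 genes.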

In Venn diagrams (Fig. 2A), we sought to identify genes whose expression was changed only in co‐culture with BPCa cells and MG63 cells. 

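Of the genes called in BPCa cells with MG63 cells, 41 were higher than in all 3 of the other groups, and 67 were so in LPCa cells with MG63 cells. A gene was selected when it was neither called in the co-culture of the other phenotype nor already higher between the mono-cultures. This rule was read from the Venn diagrams of Fig. 2A, as the paper's text does not state it. Of the 41 genes, 8 were also higher in LPCa cells with MG63 cells than in LPCa mono-culture and 24 were already higher in BPCa than in LPCa mono-culture, which left 14 genes selected in BPCa cells. Of the 67 genes, 39 were already higher in LPCa mono-culture and 9 also rose in BPCa cells, which left 26 genes selected in LPCa cells. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 and 22 genes were selected. The number selected in BPCa cells depended most on the filter and was 68 without it. With the mono-cultures with RANKL as control, 11 genes were selected in BPCa cells, 6 of them among the 14, and 36 in LPCa cells, 4 of them among the 26. The number selected in LPCa cells fell when replicate 2 of DU145 with MG63 cells was left out and rose when replicate 1 was left out. The replicate numbers paired the cultures weakly, if at all: the deviations of same-numbered MG63 co-cultures and mono-cultures from their group means had a mean correlation of -0.0379 across genes. With the replicate number as a block, 15 genes were selected in BPCa cells and 22 in LPCa cells, and with a block within each cell line, 14 and 15.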

In co‐culture with MG63 cells, 75 genes (twofold and *P* < 0.05) were specifically expressed in BPCa cells, and 27 genes (twofold and *P* < 0.05) were specifically expressed in LPCa cells (Fig. 2A,B). Of the 75 genes upregulated in BPCa cells, SERPINA3 and LCN2 were remarkably expressed in BPCa cells co‐cultured with MG63 cells (Fig. 2C). 

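SERPINA3 (ENSG00000196136) lies on chromosome 14 of GRCh38 from 94612377 to 94624055, and LCN2 (ENSG00000148346) on chromosome 9 from 128149071 to 128153455. In BPCa cells with MG63 cells against BPCa mono-culture, the log2 fold change of SERPINA3 was 6.72 (standard error 0.18, adjusted p = 1.8e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of LCN2 was 7.71 (standard error 0.35, adjusted p = 6.0e-09). Standard errors were derived from the fold change and the F statistic. Against LPCa cells with MG63 cells, the log2 fold change was 9.07 for SERPINA3 (standard error 0.32, adjusted p = 3.1e-13 from the same edgeR test) and 5.08 for LCN2 (standard error 0.41, adjusted p = 5.3e-08). With each library left out in turn, the change against BPCa mono-culture stayed between 6.57 and 6.83 for SERPINA3 and between 7.43 and 9.99 for LCN2. The change against LPCa cells with MG63 cells was less firm. It ranged from 8.51 to 11.44 for SERPINA3 and from 4.69 to 7.35 for LCN2. The LPCa co-cultures held at most 3.45 counts of SERPINA3. Against the mono-cultures with RANKL the log2 fold change of SERPINA3 was 7.08. With the replicate number as a block, whose same-numbered libraries correlated at -0.0379, the changes were 6.52 for SERPINA3 and 7.67 for LCN2. The 14 selected genes did not include SERPINA3 or LCN2. SERPINA3 was already higher in BPCa than in LPCa mono-culture, by 4.09 on the log2 scale (standard error 0.49, adjusted p = 8.8e-07 from the same edgeR test), although the LPCa mono-cultures held at most 3.51 counts of it. LCN2 was also called higher in LPCa cells with MG63 cells, by 4.13 on the log2 scale (standard error 1.46, adjusted p = 0.041 from the same edgeR test). The rise was clear only in DU145 cells: in 22Rv1 cells LCN2 was at 0 in all mono-cultures and at 3.43 and 0 counts in the co-cultures. Without the library that held 3.43 counts the LPCa change was 1.87. LCN2 was then at 0 in every 22Rv1 library, so this average cannot show whether LCN2 rose in DU145 cells. The 4 LPCa co-cultures did not differ detectably from the 6 LPCa mono-cultures in LCN2 (two-sided exact permutation test, p = 0.13). This test pools both lines, so the gap between them can hide a rise in DU145 cells. There the co-cultures were at 5.87 and 9.80 CPM and the mono-cultures at most at 0.746 CPM. Against the mono-cultures with RANKL, the rise of LCN2 over both LPCa lines was 2.89 (unadjusted p = 0.0504, adjusted p = 0.15, edgeR), and LCN2 was then among the selected genes. The call of LCN2 in LPCa cells lies close to the threshold, and at an adjusted p under 0.05 LCN2 was also selected without the filter (adjusted p = 0.055, edgeR) and with the replicate block (adjusted p = 0.064).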

The eight most highly expressed genes are shown (Fig. 2D), and BPCa cells (both C4‐2 and C4‐2B) co‐cultured with MG63 cells clearly overexpressed SERPINA3 and LCN2. 

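In C4-2 cells, SERPINA3 was at 1.08 ± 0.213 CPM (SD, n = 3) in mono-culture and at 123 ± 28.6 CPM (SD, n = 2) with MG63 cells. In C4-2B cells it was at 0.645 ± 0.280 CPM (n = 3) and 56.4 ± 6.41 CPM (n = 2). LCN2 was at 0.204 ± 0.111 CPM (n = 3) in C4-2 cells and at 27.2 ± 1.12 CPM (n = 2) with MG63 cells. In C4-2B cells it was at 0.113 ± 0.195 CPM (n = 3) and 36.0 ± 3.09 CPM (n = 2). The mono-culture values of LCN2 rest on between 0 and 12.3 counts per library. All 4 BPCa co-cultures were above all 6 BPCa mono-cultures for both genes (two-sided exact permutation test, p = 0.0048 for each, the smallest p that 4 against 6 allow) and above all 4 LPCa co-cultures (p = 0.029 for each, the smallest p that 4 against 4 allow). SERPINA3 stayed at or under 0.333 CPM in every LPCa library with or without MG63 cells. LCN2 reached 7.84 ± 2.78 CPM (n = 2) in DU145 cells with MG63 cells, from 0.612 ± 0.165 CPM (n = 3) in mono-culture. Of the other 6 genes, COL5A1 (chromosome 9, 134641774 to 134844843) rose from 3.88 ± 0.184 to 5.92 ± 0.190 CPM in C4-2 cells and from 3.69 ± 0.230 to 6.86 ± 0.0965 CPM in C4-2B cells (n = 3 and 2). Its log2 fold change over both lines was 0.83 (standard error 0.23, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is below the threshold of 2-fold. This depends on the control. In the mono-cultures with RANKL, COL5A1 was at 0.693 CPM in C4-2 and 1.71 CPM in C4-2B cells. With these as control and without the filter, a setting chosen after seeing the values, it was called. CCL2, UBD, TDO2, CXCL10 and CNTN5 had fewer than 100 counts in every library without RANKL and were tested only without the filter. CCL2, UBD and CXCL10 were at or under 3 counts in all BPCa mono-cultures. With MG63 cells, the mean of CCL2 was at least 24-fold higher in C4-2 and at least 7-fold higher in C4-2B cells. The means of UBD were at least 20-fold and at least 23-fold higher, and those of CXCL10 at least 12-fold and at least 9-fold higher. These bounds set the mean of 2 co-cultures against the detection limit, and a single co-culture can lie below them. TDO2 was at 4.39 ± 1.53 CPM in C4-2 and 0.799 ± 0.443 CPM in C4-2B cells with MG63 cells (n = 2 each), and its log2 fold change was 4.81 (adjusted p = 4.6e-04, edgeR without the filter). CNTN5 rose from 1.33 ± 0.356 CPM (n = 3) to 3.21 ± 0.123 CPM (n = 2) in C4-2 cells, with a log2 fold change of 1.46 over both lines (adjusted p = 0.17, edgeR without the filter). From the expression in both C4-2 and C4-2B, the paper states that BPCa cells overexpress SERPINA3 and LCN2 with MG63 cells, and because only BPCa cells acted on OB-like cells, it takes these genes forward.

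**Figure D3:**
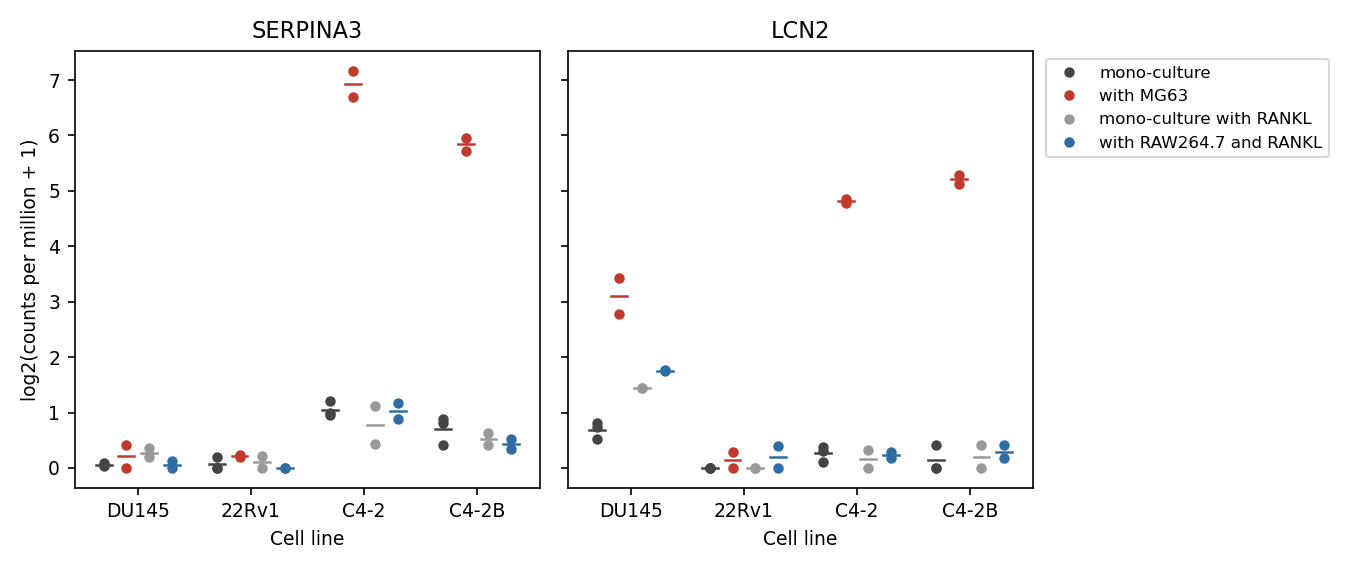
SERPINA3 and LCN2 in each library as log2(CPM + 1), by cell line and culture. Each point is 1 library and each line the mean of its group. The highest point for SERPINA3 is C4-2 with MG63 cells, and among the LPCa lines LCN2 is above its mono-cultures in DU145 with MG63 cells.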

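GAL3ST1 lies on chromosome 22 of GRCh38 from 30554635 to 30574587. It was at 4.36 ± 0.486 CPM (SD, n = 3) in 22Rv1 mono-culture and 8.21 ± 0.815 CPM (SD, n = 2) with MG63 cells, and at 3.63 ± 0.850 CPM (n = 3) and 3.23 ± 0.741 CPM (n = 2) in DU145 cells. Over both LPCa lines its log2 fold change with MG63 cells was 0.46 (standard error 0.21, adjusted p = 0.10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1.02 in 22Rv1 (adjusted p = 0.019) and -0.10 in DU145. All 4 LPCa co-cultures were above all 4 BPCa co-cultures for GAL3ST1 (two-sided exact permutation test, p = 0.029, the smallest possible), with a log2 difference of 4.57. MSANTD3-TMEFF1 is a readthrough transcript on chromosome 9 from 100442271 to 100577636 that the table lists as 1 transcript, which shares sequence with its parent genes. Its counts varied between replicates: 94.4 and 9.94 in the DU145 co-cultures, 0.0311 and 32.6 in the 22Rv1 co-cultures, at most 187 in DU145 mono-culture and at most 89.9 in 22Rv1 mono-culture. Its log2 fold change in LPCa cells was 0.74 (adjusted p = 0.73, edgeR), and with single libraries left out it ranged from -3.19 to 4.48.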

On the other hand, from 27 genes upregulated in LPCa cells, MSANTD3‐TMEFF1 and GAL3ST1 were found to be upregulated (Fig. S4B). In this study, because only BPCa cells positively influenced OB‐like cells, we focused on SERPINA3 and LCN2 expression in BPCa cells.

**Fig. 2:**
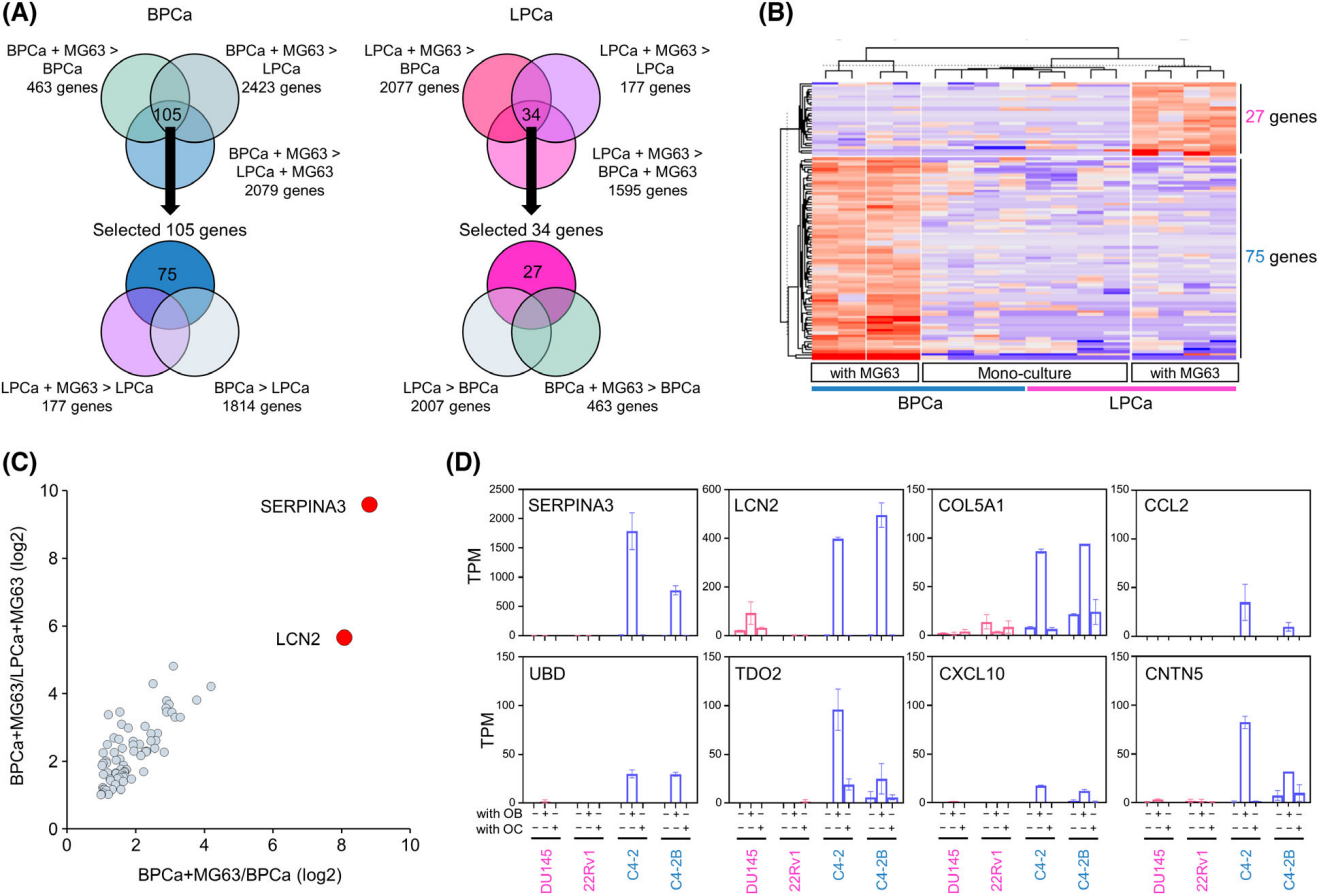
Specific upregulation of SERPINA3 and LCN2 in BPCa cells by horizontal co‐culture with MG63 cells. (A) Venn diagrams selecting 75 genes in BPCa (C4‐2 and C4‐2B) and 27 genes in LPCa (DU145 and 22Rv1) upregulated by horizontal co‐culture with MG63 cells (*n* = 3, fold change > 2‐fold and *P* < 0.05). (B) A heatmap indicating 102 upregulated genes (75 genes in BPCa and 27 genes in LPCa). (C) A scatter plot of 75 genes upregulated in BPCa cells co‐cultured with MG63 cells evaluated by sample 4 (BPCa cells co‐culture with MG63 cells) vs. sample 3 (BPCa cell mono‐culture) and sample 4 (BPCa cells co‐culture with MG63 cells) vs. sample 2 (LPCa cells co‐culture with MG63 cells) from Fig. S3B. *n* = 3. (D) Top 8 upregulated genes selected in BPCa cells by horizontal co‐culture with MG63 cells. The expression of all eight genes in PCa cells (DU145, 22RV‐1, C4‐2, and C4‐2B) with/without MG63 co‐culture (OB) and with/without RAW246.7 co‐culture (OC) is shown as TPM by RNA‐seq. *n* = 3. All error bars indicate SD.

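The genes with the largest change among the 14 selected in BPCa cells were CCL20, PI3, CFB, CP and IL32. CCL20 and PI3 had at most 3 counts in every BPCa mono-culture. With MG63 cells, the mean of CCL20 was at least 167-fold higher in C4-2 and at least 34-fold higher in C4-2B cells. The means of PI3 were at least 69-fold and at least 52-fold higher. These bounds also set the mean of 2 co-cultures against the detection limit. The log2 fold change was 3.74 for CFB (standard error 0.17, adjusted p = 1.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.61 for CP (standard error 0.39, adjusted p = 9.9e-06) and 3.60 for IL32 (standard error 0.29, adjusted p = 6.8e-07). The values of CFB are sums over 84 transcripts in the table. CCL20, PI3, CFB and IL32 were also expressed in DU145 cells, and CP in 22Rv1 cells. CFB was at 8.91 CPM in DU145 mono-culture and 9.21 CPM with MG63 cells, against 11.1 CPM in C4-2B cells with MG63 cells. CP was at 1.88 CPM in 22Rv1 mono-culture and 1.94 CPM with MG63 cells, against 1.68 CPM in C4-2B cells with MG63 cells. In C4-2 cells with MG63 cells, CFB was at 17.4 CPM and CP at 8.38 CPM. In DU145 cells CCL20 went from 2.94 ± 0.905 CPM (SD, n = 3) to 11.4 ± 2.17 CPM (SD, n = 2) with MG63 cells, PI3 from 0.342 ± 0.174 to 8.56 ± 1.21 CPM, and IL32 from 74.7 ± 3.44 to 163 ± 107 CPM. The 5 genes with the largest change among those selected in LPCa cells were NOXO1 (log2 fold change 4.53, adjusted p = 0.0078, edgeR), IL1R2 (2.76, adjusted p = 0.049), GAS2 (2.29, adjusted p = 0.093), ANKRD2 (1.91, adjusted p = 0.081) and FAM20C (1.89, adjusted p = 0.038). Each was at or near 0 in 1 of the LPCa lines. NOXO1, IL1R2 and GAS2 were at 0 in all DU145 mono-cultures, and ANKRD2 and FAM20C had at most 1.24 counts in each 22Rv1 mono-culture. With single libraries left out, the change ranged from 0.61 to 5.08 for NOXO1, from 0.41 to 3.20 for IL1R2 and from 0.23 to 2.73 for GAS2. It ranged from 1.52 to 2.76 for ANKRD2 and from 1.62 to 2.74 for FAM20C. None of the 5 was selected with the mono-cultures with RANKL as control. The change was then 1.53 for NOXO1 (adjusted p = 0.24, edgeR) and 0.23 for FAM20C (adjusted p = 0.81, edgeR).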

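SERPINA3 was at 0.765 ± 0.578 CPM (SD, n = 2) in C4-2 and 0.442 ± 0.144 CPM (n = 2) in C4-2B mono-culture with RANKL, and at 1.06 ± 0.294 and 0.348 ± 0.122 CPM (n = 2 each) with RAW264.7 cells and RANKL. The 4 RAW264.7 co-cultures of BPCa cells did not differ detectably from the 4 BPCa mono-cultures with RANKL for SERPINA3 (two-sided exact permutation test, p = 0.83) or LCN2 (p = 0.49), and the smallest p possible is 0.029. LCN2 was highest among these libraries in DU145 cells, at 1.73 ± 0.0048 CPM with RANKL alone and 2.38 ± 0.0196 CPM with RAW264.7 cells (n = 2 each). CCL2 was at 0 in all 16 libraries with RANKL. COL5A1 was at 0.693 ± 0.167 CPM in C4-2 and 1.71 ± 0.141 CPM in C4-2B mono-culture with RANKL (n = 2 each), lower than in the mono-cultures without RANKL. Across all genes, 48 changed in BPCa cells with RAW264.7 cells and 45 in LPCa cells (fold change above 2 and unadjusted p under 0.05) of 11525 tested. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 and 1 remained. The replicate numbers of these libraries had a mean correlation of 0.0188, and with the replicate number as a block 47 and 44 genes changed.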

### 3.4 Validation of specific SERPINA3 and LCN2 expression in BPCa cells with OB‐like cells and human bone metastatic PCa specimens

The protein and RNA expression levels of SERPINA3 (known as α1ACT, alpha‐1‐antichymotrypsin) and LCN2 were specifically detected in C4‐2B co‐cultured with MG63 cells (Fig. 3A,B), although almost no expression of these proteins and RNAs in other mono‐cultured cells was found (Fig. 3A,B). To validate the expression of SERPINA3 and LCN2 in other models, we co‐cultured C4‐2B cells with other OB‐like cells, such as Saos2 and MC3T3 cells, in a Boyden chamber. Consistent with the MG63 results, co‐culture of C4‐2B cells with either Saos2 or MC3T‐3 cells clearly induced SERPINA3 and LCN2 expression (Fig. 3C and Fig. S5A). We also confirmed the overexpression of SERPINA3 and LCN2 in co‐culture of MG63 and VCaP, another BPCa cell line (Fig. 3D and Fig. S5B). As α1ACT is a secreted protein, we examined α1ACT levels in the CM (medium “d”) in co‐culture system. As expected, C4‐2B cells with MG63 cells showed a high level of α1ACT (Fig. 3E). A slightly high level of α1ACT was also detected in the CM (medium “b”) from the MG63 cells treated with C4‐2B cells (Fig. 3E). These results suggested that co‐culturing with OBs *in vitro* markedly increased SERPINA3 and LCN2 expression in BPCa cells.

**Fig. 3:**
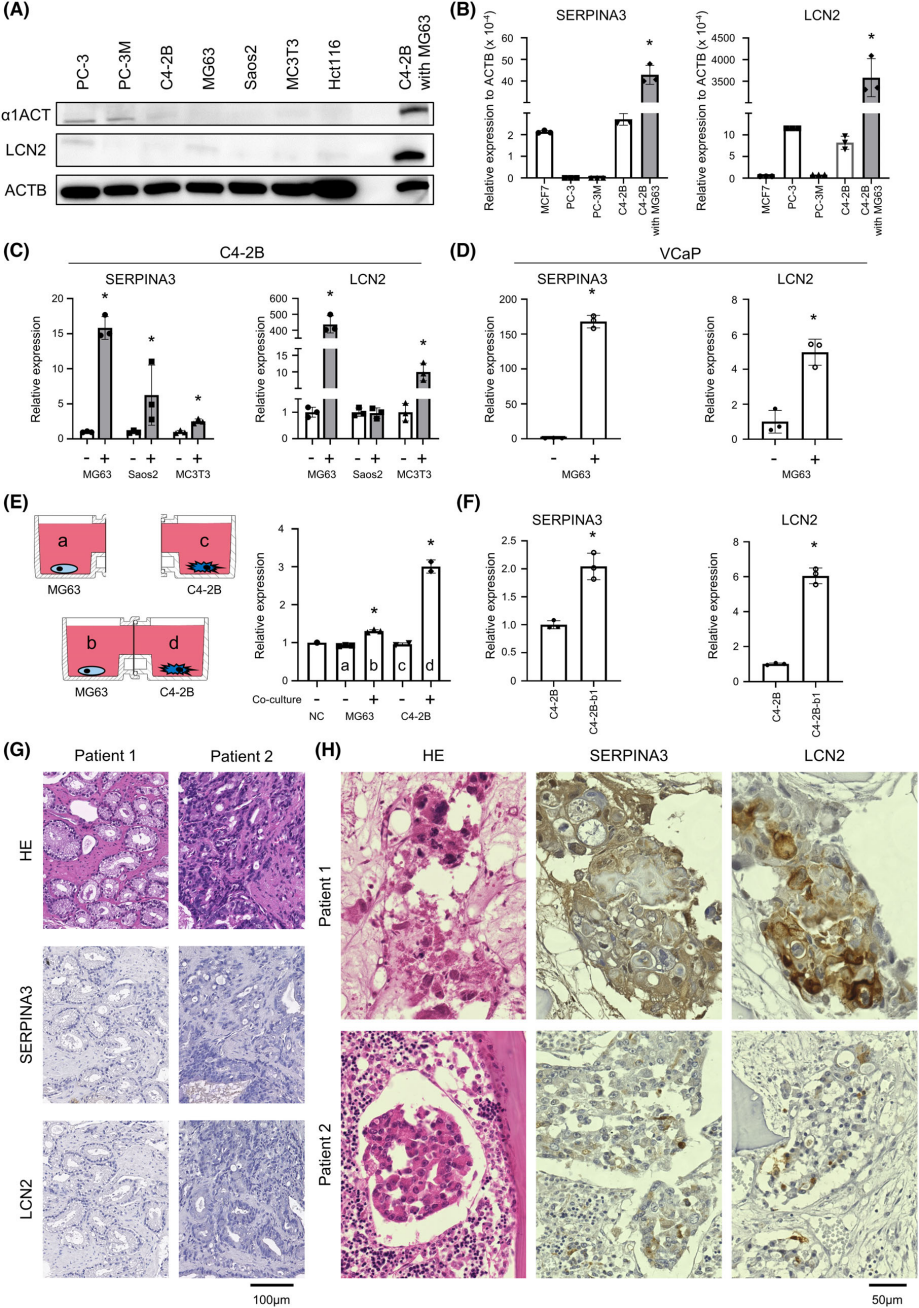
Validation of SERPINA3 and LCN2 expression and secretion in BPCa cells. (A) Protein expression levels of α1ACT, alpha‐1‐antichymotrypsin (SERPINA3), and LCN2 in PC‐3, PC‐3M, C4‐2B, MG63, Saos2, MC3T3, Hct116, and C4‐2B co‐cultured with MG63 cells measured by immunoblotting. *n* = 3. (B) RNA expression levels of SERPINA3 and LCN2 in MCF7, PC‐3, PC‐3M, and C4‐2B cells measured by qRT–PCR. *n* = 3, *P < 0.05; based on analysis of variance (ANOVA). (C) RNA expression levels of SERPINA3 and LCN2 in C4‐2B cells with and without OBs (MG63, Saos2, and MC3T3) in horizontal co‐culture. *n* = 3, *P < 0.05; based on Student's *t* test. (D) RNA expression levels of SERPINA3 and LCN2 in another BPCa cell line, VCaP, with and without MG63 cells in horizontal co‐culture. *n* = 3, *P < 0.05; based on Student's *t* test. (E) Schematic protocol and protein expression levels of α1ACT in the CM from horizontal co‐culture of C4‐2B and MG63 cells measured by ELISAs. a: CM collected from MG63 cells mono‐culture well, b: CM collected from MG63 cells co‐culture with C4‐2B cells well, c: CM collected from C4‐2B cells mono‐culture well, d: CM collected from C4‐2B cells co‐culture with MG63 cells well. *n* = 3, *P < 0.05; based on analysis of variance (ANOVA). (F) RNA expression levels of SERPINA3 and LCN2 in C4‐2B and C4‐2B‐b1 cells that were isolated from a xenograft tumor of bone metastasis. *n* = 3, *P < 0.05; based on Student's *t* test. (G) Representative microscopic images of HE (left), SERPINA3 (middle), and LCN2 (right) staining of human PCa tumors from primary sites. The experiment was repeated three times. Scale bar indicates 100 μm. (H) Representative microscopic images of HE (left), SERPINA3 (middle), and LCN2 (right) staining of human PCa tumors from bone metastasis sites. All error bars indicate SD. The experiment was repeated three times. Scale bar indicates 50 μm.

We also investigated the overexpression of SERPINA3 and LCN2 in a bone metastatic animal model (Fig. S6). For the *in vivo* experiment, we established a bone metastatic subline of C4‐2B using caudal artery injection, which selectively causes bone metastasis. The established bone metastatic C4‐2B‐b1 cells showed higher expression of SERPINA3 and LCN2 than the parental C4‐2B cells (Fig. 3F). This result suggested that BPCa cells were induced to promote SERPINA3 and LCN2 in mouse bone metastasis environment.

To validate these results in human specimens, we performed IHC with antibodies against SERPINA3 and LCN2. These proteins were not stained in primary PCa (Fig. 3G and Fig. S7A), while they were positive in metastatic PCa cells at bone (Fig. 3H and Fig. S7B). These data suggested that BPCa cells were specifically stimulated to express SERPINA3 and LCN2 by OBs in human bone metastasis environment.

### 3.5 Interaction mechanism between BPCa cells and OBs via OB EVs

Our data suggested that OBs stimulate BPCa cells via OB humoral factors; however, its molecular basis has not been determined. Recently, EVs have been shown to be an important intercellular communication tool among cells [22]. In this study, we investigated whether OB EVs are key factors that induce SERPINA3 and LCN2 in BPCa cells. To evaluate the effect of OB EVs, we collected EVs from MG63‐CM by ultracentrifugation. C4‐2B cells were treated with 10 ng·μL^−1^ MG63 EVs every day and cultured for 4 days (Fig. 4A). SERPINA3 and LCN2 expression was significantly upregulated by MG63 EVs (Fig. 4B,C). To evaluate whether OB EVs were involved in SERPINA3 and LCN2 expression in BPCa cells, we cultured C4‐2B cells in the horizontal co‐culture system NICO‐1 with a 0.6 or 0.03 μm filter (Fig. S8A–C). EVs are known to be 50–200 nm in size [23], and MG63 EVs are approximately 118 nm in size (Fig. 4D), so they can pass through a 0.6 μm filter but theoretically cannot pass through a 0.03 μm filter. PKH67‐labeled MG63 EVs were added as shown in Fig. S8A–C. MG63 EVs were incorporated into C4‐2B cells by direct addition (Fig. 4E top and Fig. S8A) and indirect addition with a 0.6 μm filter (Fig. 4E middle and Fig. S8B). No EVs were detected in C4‐2B cells when they were indirectly added with a 0.03 μm filter (Fig. 4E bottom and Fig. S8C). Next, we examined the effect of MG63 EVs in co‐culture of MG63 and C4‐2B cells (Fig. 4F and Fig. S8D,E). After 5 days of co‐culture, RNA was extracted from C4‐2B cells, and SERPINA3 and LCN2 levels were measured by qRT–PCR. As expected, SERPINA3 and LCN2 expression was significantly upregulated in co‐culture with a 0.6 μm filter compared with mono‐cultures and co‐cultures with a 0.03 μm filter. These results clearly indicate that MG63 EVs specifically stimulated SERPINA3 and LCN2 expression in BPCa cells. To further assess the effect of EVs, GW4869, an EV secretion inhibitor was used [24]. Suppression of MG63 EV with GW4869 slightly reduced expression of SERPINA3 and significantly reduced expression of LCN2 (Fig. 4G). Additionally, we found co‐culturing with BPCa cells enhanced EV secretion in OB‐like cells, such as MG63, Saos2, and MC3T3 cells (Fig. 4H left); however, the EV sizes were not significantly changed (Fig. 4H right). From these results, BPCa cells stimulated OBs to secrete EVs that induced SERPINA3 and LCN2 in BPCa cells, suggesting a positive feedback loop between BPCa cells and OBs.

**Fig. 4:**
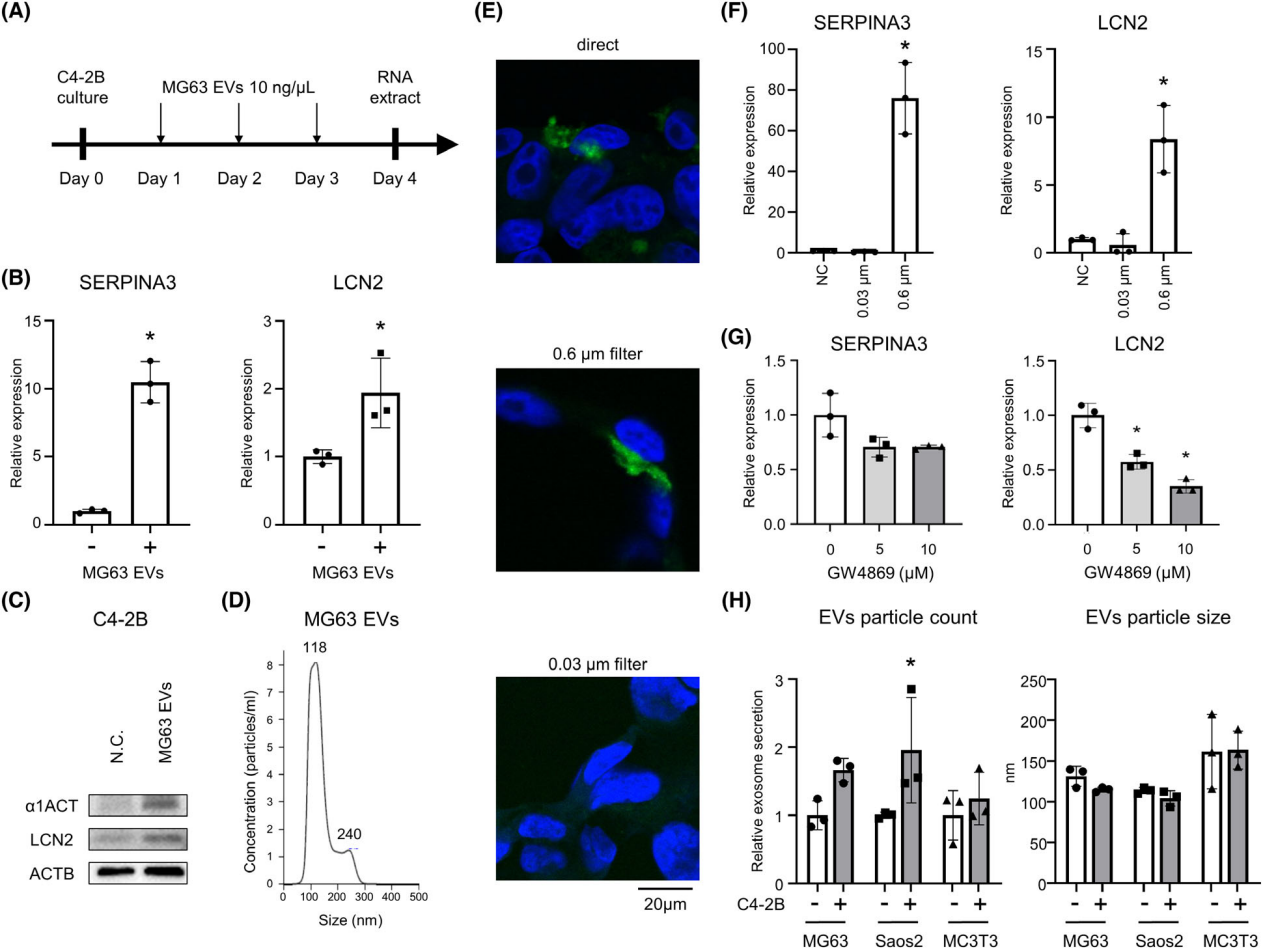
Intercellular communications between BPCa cells and OBs via OB EVs. (A) Schematic protocol examining SERPINA3 and LCN2 levels in C4‐2B cells with and without MG63 EVs. (B) RNA expression levels of SERPINA3 and LCN2 in C4‐2B cells with and without MG63 EVs. *n* = 3, *P < 0.05; based on Student's *t* test. (C) Protein expression levels of α1ACT (alpha‐1‐antichymotrypsin: SERPINA3 transcription factor) and LCN2 in C4‐2B cells with and without MG63 EVs measured by immunoblotting. *n* = 3. (D) Particle numbers and sizes of MG63 EVs analyzed by NanoSight. The experiment was repeated three times. (E) Representative confocal microscopic images. MG63 EVs were labeled with PKH67 green and added to the horizontal co‐culture wells. C4‐2B cell nuclei were stained with DAPI. A schematic protocol is shown in Fig. S8. The experiment was repeated three times. Scale bar indicates 20 μm. (F) RNA expression of SERPINA3 and LCN2 in C4‐2B cells using a 0.03 or 0.6 μm filter in the horizontal co‐culture system. *n* = 3, *P < 0.05; based on analysis of variance (ANOVA). (G) RNA expression of SERPINA3 and LCN2 in C4‐2B cells vertically co‐cultured with MG63 cells with/without GW4869 (5 or 10 μm). *n* = 3, *P < 0.05; based on analysis of variance (ANOVA). (H) EV secretion amount and particle size were measured with ExoScreen and NanoSight, respectively. Osteoblast‐like cells, such as MG63, Saos2, and MC3T3, were cultured in Boyden lower wells with C4‐2B cells in the upper wells for 5 days co‐culture. After 5‐day co‐culture, OB‐like cells were passaged to 12‐well plate and cultured for 4 days (advanced DMEM was used for the last 2 days). The CM was collected for ExoScreen and NanoSight analysis. *n* = 3, *P < 0.05; based on Student's *t* test. All error bars indicate SD.

### 3.6 Functional analysis of SERPINA3 and LCN2 in OBs and OCs

To evaluate the effect of SERPINA3 and LCN2 on OBs, we generated an overexpression model in C4‐2B cells (Fig. S9A right). Overexpressed C4‐2B cells were seeded on Boyden upper wells, and OB‐like cells were seeded on lower wells for 5 days of co‐culture. No significant changes in MG63 and Saos2 proliferation were observed after SERPINA3 or LCN2 overexpression in BPCa cells, while MC3T3 was slightly affected by both (Fig. S9B). Next, we evaluated OB differentiation by detecting OB differentiation markers with qRT–PCR. LCN2 significantly increased Alpl, and other OB differentiation markers were slightly increased. Slight increase in early OB differentiation markers was observed in the SERPINA3‐overexpressing cells (Fig. S9C).

To evaluate the effect of SERPINA3 and LCN2 on OC proliferation, we collected the CM of the SERPINA3‐ or LCN2‐overexpressing HEK293T cells and administered it to RAW264.7 cells with/without sRANKL (50 ng·mL^−1^) (Fig. S10A). No notable changes in RAW264.7 cells were observed in either the SERPINA3‐ or LCN2‐CM with/without sRANKL (Fig. S10B). Next, we examined OC differentiation by counting TRAP‐positive multinucleated OC numbers. SERPINA3‐CM decreased the differentiated OC numbers (Fig. S10C). We also confirmed OC differentiation by qRT–PCR using the Boyden chamber system (upper well: SERPINA3‐ or LCN2‐overexpressing C4‐2B cells and lower well: RAW264.7 cells) with sRANKL (50 ng·mL^−1^). In this experiment, most OC differentiation markers in RAW264.7 cells decreased in the co‐culturing of both the SERPINA3‐ and LCN2‐overexpressing C4‐2B cells (Fig. S10D). Collectively, these data suggested that SERPINA3 and LCN2 in BPCa cells might suppress OC differentiation, presumably leading to indirect osteogenesis.

### 3.7 *In vivo* analysis of SERPINA3 and LCN2 in bone metastasis

We examined the roles of SERPINA3 and LCN2 *in vivo*. To investigate the effects of SERPINA3 and LCN2 on bone metastasis *in vivo*, we established SERPINA3‐ or LCN2‐overexpressing PC‐3M cells (Fig. S9 left). PC‐3M cells are LPCa cells, and we aimed to evaluate whether overexpression of SERPINA3 or LCN2 converted the osteolytic to osteoblastic phenotype in the cells. SERPINA3‐ or LCN2‐overexpressing PC‐3M cells were injected via the caudal artery and generated femoral or tibial bone metastasis. Bone metastasis was monitored until 4 weeks after injection by IVIS based on luminescence, as luciferase genes were lentivirally introduced in PC‐3M cells (Fig. S11A). Mice were sacrificed at 4 weeks, and then, the femur and tibia were sectioned for H&E stain and IHC for ALP, TRAP, SERPINEA3, and LCN2. The overexpression of SERPINA3 and LCN2 was confirmed with IHC (Fig. S11B). In the bone metastasis of the parental PC‐3M cells, there were no obvious osteoblastic areas, and part of the cortical and trabecular bone was lost with OCs beside the bone matrix, indicating osteolytic bone metastasis (Fig. 5A,B). Conversely, bone metastases from the SERPINA3‐ and LCN2‐overexpressing PC‐3M cells showed some osteoblastic regions adjacent to the bone matrix (Fig. 5A,B). In these osteoblastic regions, the bone matrix and OBs were stained with ALP (brown regions). No such findings were observed in normal mouse bone trabeculae with no metastatic cancer cells, suggesting that these osteoblastic regions were not preexisting at bone trabeculae but were areas of new bone formation. Specifically, in bone metastases from the SERPINA3‐overexpressing PC‐3M cells, TRAP staining showed very few OCs (purple‐stained cells) at the site of osteogenesis (Fig. 5B), consistent with *the in vitro* results showing that SERPINA3 inhibited OC differentiation. Additionally, the SERPINA3‐overexpressing PC‐3M cells generated chondrocyte foci adjacent to the newly formed osteoblastic regions. The area of the chondrocyte foci and osteoblast regions were calculated for each slide of bone metastasis (Fig. 5C). Chondrocyte foci were observed in 50% of the SERPINA3‐overexpressing bone metastases; in contrast, they were rare and small in the parental and LCN2‐overexpressing bone metastases (Fig. 5C,D). Osteoblastic regions were found in most bone metastases, but these regions were larger in the LCN2‐ and especially SERPINA3‐overexpressing bone metastases (Fig. 5C,E). These results indicated that both SERPINA3 and LCN2 might contribute to the osteoblastic phenotype.

**Fig. 5:**
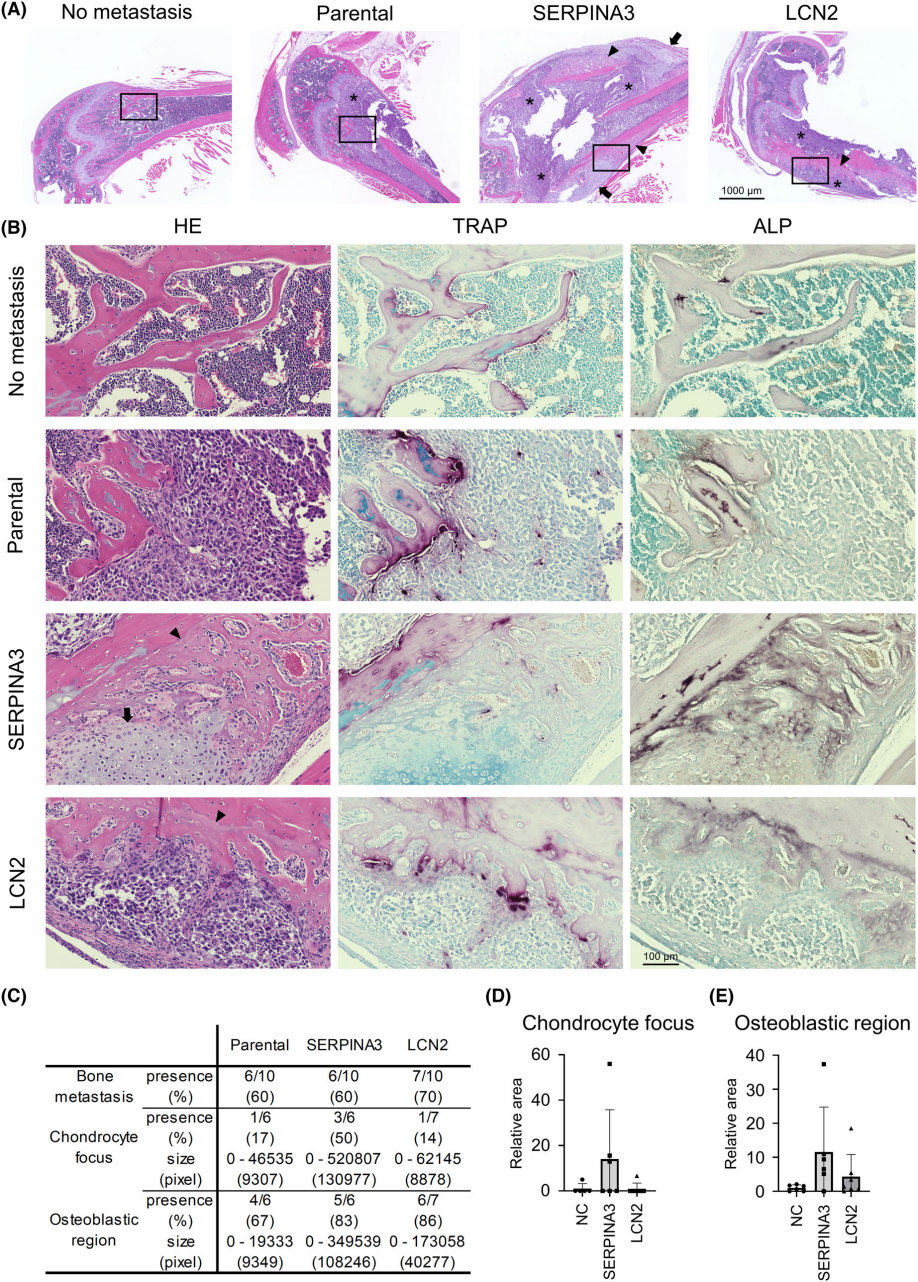
SERPINA3 and LCN2 overexpression causes osteogenesis in bone metastasis of PCa. (A) Representative images of H&E‐stained paraffin sections of normal bone and bone metastatic sites in xenografted mice (SERPINA3 and LCN2). * Indicates PCa cells. Arrows indicate the chondrocyte foci. Arrowheads indicate the osteoblastic region. The experiment was repeated two times. Scale bar indicates 1000 μm. (B) Representative images of H&E‐, TRAP‐, and ALP‐stained paraffin sections magnified from A section (marked by rectangle). The experiment was repeated two times. Scale bar indicates 100 μm. (C) A table showing demographics of bone metastatic sites in the xenografted mice classified by cell type (parental, SERPINA3, and LCN2). (D) Relative area counts of chondrocyte foci in bone metastatic sites of xenografted mice (WT vs. SERPINA3; *P* = 0.1832). *n* = 10, *P < 0.05; based on analysis of variance (ANOVA). (E) Relative area counts of osteoblastic regions in bone metastatic sites of xenografted mice (WT vs. SERPINA3; *P* = 0.0796). *n* = 10, *P < 0.05; based on analysis of variance (ANOVA). All error bars indicate SD.

### 3.8 Effects of SERPINA3 and LCN2 on PCa cells

Thus far, we investigated the effects of SERPINA3 and LCN2 on the bone metastasis phenotype. Finally, we assessed the roles of SERPINA3 and LCN2 in PCa itself. To evaluate the effects of SERPINA3 and LCN2 on PCa, we collected CM from the SERPINA3‐ or LCN2‐overexpressing HEK293T cells and administered the medium to four types of BPCa cells, C4, C4‐2, C4‐2B, and VCaP (Fig. S10A). BPCa cell proliferation was markedly suppressed by LCN2 and slightly suppressed by SERPINA3 (Fig. 6A and Fig. S12A). No differences in caspase‐3 and ‐7 activity were observed with SERPINA3 and LCN2 expression (Fig. S12B). Both SERPINA3 and LCN2 overexpression in C4‐2B cell also significantly suppressed proliferation (Fig. S12C). Invasion assay, wound healing assay, and colony formation assay was performed for SERPINA3 or LCN2 or both overexpressed C4‐2B cells (Fig. S12D–F). Invading cells were reduced by SERPINA3, and colony formation was promoted by LCN2. These results indicated that SERPINA3 and LCN2, which are highly expressed in BPCa cells via OB interactions, suppress BPCa cell growth in an autocrine manner.

**Fig. 6:**
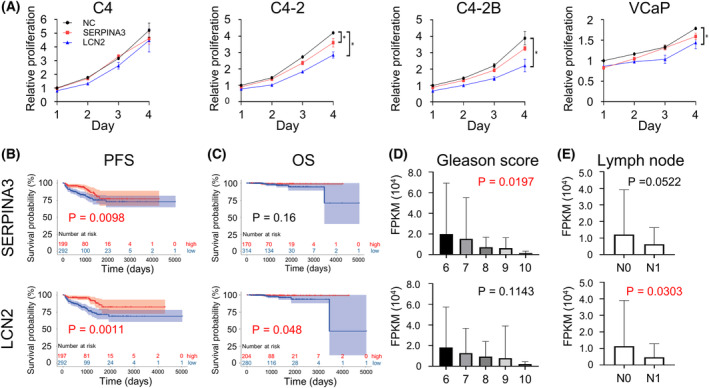
SERPINA3 and LCN2 effects on BPCa cell proliferation and cohort characteristic analysis of SERPINA3 and LCN2 in PCa patients. (A) Relative proliferation rates of BPCa cells (C4, C4‐2, C4‐2B, and VCaP) treated with CM from SERPINA3‐ or LCN2‐overexpressing HEK293T cells shown in Fig. S10A. *n* = 4, *P < 0.05; based on analysis of variance (ANOVA). (B, C) Kaplan–Meier plots with SERPINA3 and LCN2 expression profiles from TCGA PCa dataset using PFS (progression‐free survival: PSA failure) status (B) and OS status (C). Low expression of SERPINA3 correlated with poor prognosis of PFS (high, *n* = 199; low, *n* = 292; *P* = 0.0098). Low LCN2 expression correlated with poor prognosis of PFS (high, *n* = 197; low, *n* = 294; *P* = 0.00011) and OS (high, *n* = 204; low, *n* = 280; *P* = 0.048). Based on log‐rank test. (D, E) RNA expression levels of SERPINA3 and LCN2 in TCGA PCa dataset based on Gleason score (D; based on analysis of variance (ANOVA)) and lymph node metastasis (E; based on Student's *t* test). All error bars indicate SD. FPKM, fragments per kilobase of exon per million reads mapped; PSA, prostate‐specific antigen.

We next evaluated the clinical relevance of SERPINA3 and LCN2 expression in PCa. TCGA data analysis of 550 PCa patients [25] revealed that high expression of SERPINA3 or LCN2 was significantly correlated with better PFS (Fig. 6B), while only LNC2 was correlated with better OS (Fig. 6C). In the high Gleason score group (generally an aggressive phenotype), both SERPINA3 and LCN2 expression levels were low (Fig. 6D). The group with lymph node metastasis at initial diagnosis had low expression of both SERPINA3 and LCN2 (Fig. 6E). Overall, these results suggested that SERPINA3 and LCN2 might act as tumor suppressors in PCa.

Finally, we examined the feasibility of SERPINA3 (α1ACT) and LCN2 as biomarkers. We collected 35 plasma samples from PCa patients at the National Cancer Center Hospital, Japan (Table S2), and the protein levels of α1ACT and LCN2 were measured by ELISA (Fig. S13A). The protein level of α1ACT was significantly higher in both the osteoblastic bone metastasis and osteolytic bone metastasis groups than in the local group (Fig. S13A upper panel). LCN2 was significantly higher in the osteolytic bone metastasis group than in the local and osteoblastic bone metastasis groups (Fig. S13A lower panel). No significant change was found in PFS or OS based on SERPINA3 and LCN2 plasma concentrations (Fig. S13B,C). These results suggested that α1ACT and LCN2 might be biomarkers for bone metastasis of PCa but could not distinguish osteoblastic bone metastasis from others.

## 4 Discussion

In this study, we revealed several important phenomena in BPCa bone metastasis. BPCa cells stimulated OBs to secrete EVs, which in turn specifically stimulated BPCa cells to express extremely high levels of SERPINA3 and LCN2. SERPINA3 and LCN2 promoted osteoblastic bone metastasis by suppressing OCs, differentiating Obs, and creating chondrocyte foci. Additionally, SERPINA3 and LCN2 suppress BPCa cell proliferation in an autocrine manner, suggesting that they may act as tumor suppressors in bone metastatic PCa. These results may explain the enigmatic formation of the osteoblastic phenotype in bone metastases and the favorable prognosis of BPCa. Thus, SERPINA3 and LCN2 may serve as prognostic markers and therapeutic targets.

We demonstrated an interaction between PCa cells and osteogenic cells such as OBs and OCs in a horizontal co‐culture system. RNA sequencing (RNA‐seq) analysis showed unique SERPINA3 and LCN2 upregulation in BPCa cells by co‐culture with OBs, which was not found using a vertical co‐culture system. 

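The difference between the effect of MG63 cells on BPCa and on LPCa cells was tested directly for each gene. For SERPINA3 this difference was 4.98 on the log2 scale (standard error 1.26, adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rests on LPCa libraries at the floor of detection, and it ranged from 3.32 to 7.35 with single libraries left out. With the replicate number as a block (mean correlation of same-numbered libraries -0.0379) it was 5.00 (adjusted p = 0.022, edgeR), and with a block within each cell line 5.19 (adjusted p = 0.12). For LCN2 the difference was 3.58 with a standard error of 79.6 (adjusted p = 1.00, edgeR), so edgeR did not estimate it reliably, and DESeq2 gave 3.87 (adjusted p = 0.0093). All 22Rv1 mono-cultures had 0 counts of LCN2. With DU145 as the only LPCa line, chosen after seeing the data, the difference was 5.15 for SERPINA3 (adjusted p = 0.062, edgeR) and 3.96 for LCN2 (adjusted p = 0.0024). In DU145 cells alone, MG63 cells raised LCN2 by 3.75 on the log2 scale (standard error 0.45, adjusted p = 1.2e-04, edgeR). Across all genes, 360 of 13437 had a different effect of MG63 cells in BPCa and LPCa cells (fold difference above 2 and unadjusted p under 0.05), and 186 of them had an adjusted p under 0.05. With the replicate number as a block the number was 344. The vertical co-culture was not analysed here.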

The interaction between cancer cells and bone resident cells has been evaluated by the administration of humoral factors or vertical co‐culture experiments in recent reports. PSA, IGF1, PDGFA, MDA‐BF‐1, PDGFB, FGF1, ET‐1, BMP2, BMP4, FGF2, uPA, and TGFβ are known as osteoblastic factors secreted from PCa cells [19]. These factors were not clearly upregulated in BPCa cells compared to LPCa cells in our results; thus, they may be involved in bone formation but are not major factors in the osteoblastic bone metastasis phenotype. 

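For the factors listed, the comparison of BPCa with LPCa cells was made in the presence of MG63 cells. KLK3, which encodes PSA, lies on chromosome 19 of GRCh38 from 50854915 to 50860764. It was higher in BPCa cells by 7.09 on the log2 scale (standard error 0.089, adjusted p = 5.2e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IGF1 was higher in BPCa cells by 4.02 (standard error 0.15, adjusted p = 7.4e-13, edgeR). In single lines with MG63 cells it was at 41.5 ± 5.22 CPM in C4-2, 25.3 ± 0.753 CPM in C4-2B, 14.0 ± 1.09 CPM in 22Rv1 and 0.316 ± 0.117 CPM in DU145 (SD, n = 2 each). PDGFA (log2 difference 1.25, adjusted p = 1.1e-06) and ERBB3, the gene of MDA-BF-1 (1.02, adjusted p = 3.1e-09), were also more than 2-fold higher in BPCa cells, and PDGFB was higher by 0.36 (adjusted p = 0.0067, edgeR). The values of ERBB3 are sums over 21 transcripts in the table, and MDA-BF-1 was not measured apart from them. For PDGFA and ERBB3 the highest single line was nevertheless an LPCa line: with MG63 cells PDGFA was at 7.43 CPM in DU145, 5.53 CPM in C4-2, 4.00 CPM in C4-2B and 0.561 CPM in 22Rv1, and ERBB3 at 69.2 CPM in 22Rv1, 66.3 CPM in C4-2, 61.0 CPM in C4-2B and 15.5 CPM in DU145 (means of 2). BMP2 (-7.78), PLAU for uPA (-7.54), TGFB1 (-6.44), FGF2 (-4.95), TGFB3 (-2.72) and TGFB2 (-1.54) were lower in BPCa cells, with adjusted p between 2.9e-14 and 0.0025 (edgeR). With single libraries left out, PLAU ranged from -10.43 to -5.08 and TGFB2 from -1.89 to -1.02. Both were closest to no change without replicate 2 of 22Rv1 with MG63 cells. BMP2, TGFB1, FGF2 and TGFB3 moved less. FGF1, EDN1 for ET-1 and BMP4 had fewer than 100 counts in every library without RANKL. The comparison of both phenotypes is also a comparison of cell lines: with the 2 lines of each phenotype pooled, the differences of IGF1 (2.26, adjusted p = 0.18), PDGFA (0.32, adjusted p = 0.82), ERBB3 (0.64, adjusted p = 0.41), PDGFB (0.36, adjusted p = 0.090) and TGFB2 (-2.51, adjusted p = 0.073) no longer had an adjusted p under 0.05 (edgeR). None of the 4 factors that were more than 2-fold higher rose detectably with MG63 cells over both BPCa lines against the mono-cultures without RANKL. The log2 change was -0.32 for KLK3, -0.18 for IGF1, 0.16 for PDGFA and -0.39 for ERBB3. Against the mono-cultures with RANKL, IGF1 went in opposite directions. It went from 17.4 to 41.5 CPM in C4-2 and from 49.4 to 25.3 CPM in C4-2B cells. The paper reasons that these factors may take part in bone formation but are not the main factors of the osteoblastic phenotype.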

The vertical co‐culture system only allows us to investigate a one‐directional effect between cancer cells and bone resident cells. For specific elevation of SERPINA3 and LCN2, the two‐directional interaction between BPCa cells and OBs was essential. Our horizontal co‐culture system better represents bone metastasis in PCa than the conventional vertical co‐culture system.

We found that SERPINA3 and LCN2 mainly influenced OCs and OBs, respectively; SERPINA3 inhibited OC differentiation, and LCN2 promoted OB differentiation. SERPINA3 was reported as a serine protease inhibitor targeting pancreatic chymotrypsin, leukocyte cathepsin G, mast cell chymase, human glandular kallikrein 2, kallikrein 3 (also known as prostate‐specific antigen), pancreatic cationic elastase, and lung serum protease [26]. Although the specific molecular mechanism is still unknown, we directly showed the effect of SERPINA3 on the inhibition of OC differentiation. One report by Akbar et al. showed inhibition of OC formation via α1‐antitrypsin, a transcript of SERPINA1 [27]; however, no reports have shown a relationship between SERPINA3 and OC formation thus far. On the other hand, LCN2 is known to be widely expressed in neutrophils, adipocytes, and bone marrow. This molecule belongs to the lipocalin superfamily and is involved in many functions, such as inflammation, chronic renal failure, energy metabolism, and tumor association, but the role of LCN2 in bone metabolism is still unclear [28, 29]. In this study, we showed that LCN2 promoted OB differentiation. Several studies supported our findings and revealed that LCN2 was involved in OB differentiation from bone‐marrow‐derived MSCs [30, 31]. In addition, Capulli et al. reported reduced ALP‐positive colonies in bone‐marrow‐derived MSCs from LCN2 knockout mice, as well as reduced OB and bone volume in LCN2 knockout mice [32], although the same research group reported controversial results [33]. Collectively, LCN2 plays a positive role in OB differentiation, leading to bone formation.

SERPINA3 stimulated the bone environment, and chondrocyte foci and new osteoblastic regions were found next to each other. This phenomenon suggests a key role in creating osteoblastic bone metastasis. To our knowledge, this is the first study to demonstrate chondrocyte foci in a bone metastasis environment. Endochondral ossification and intramembranous ossification are well‐known bone formations that occur during bone development, and bone remodeling occurs in parallel with ossification [34]. In endochondral ossification, which primarily occurs at tubular bone, enlarged chondrocytes degenerate or die, and osteogenesis occurs by newly arrived OBs along with angiogenesis. In intramembranous ossification, which primarily occurs at flat bone, osteogenic cells differentiate directly into OBs, independent of chondrocyte differentiation, resulting in osteogenesis. Besides, Yasui et al. reported transchondroid bone formation, which differs from the two major ossifications [35, 36]. Moriwaki et al. reported transchondroid bone formation in bone metastasis from PCa and breast cancer patients [37, 38]. From our results of SERPINA3‐overexpressing PCa bone metastasis, chondrocyte foci appeared adjacent to newly created osteoblastic regions, in which OBs and blood vessels were included. Thus, SERPINA3‐overexpressing PCa bone metastasis is not typical transchondroid bone formation but rather closely resembles endochondral ossification. Our data may imply that chondrocyte induction is an important factor in the formation of osteoblastic bone metastases, suggesting that ossification is a more critical event than bone remodeling. This finding could explain why co‐culture of OBs with SERPINA3‐overexpressing PCa cells did not result in significant changes in OB differentiation. Instead of an interaction between OBs and PCa cells, an interaction between bone‐marrow‐derived MSCs and PCa cells would be required to examine chondrocyte differentiation. Many studies have focused on the interaction between cancer cells and OBs or OCs to explore the bone metastasis phenotype. However, these studies cannot evaluate the possibility of endochondral ossification in creating a bone metastasis phenotype. Toyoda et al. and Boeuf et al. reported higher expression of SERPINA3 in chondrocytes than in MSCs [39, 40]. Although the molecular mechanism remains unclear, SERPINA3 is suggested to be an important factor in chondrocyte differentiation leading to osteoblastic bone metastasis in PCa. Unlike SERPINA3, LCN2 showed a new osteoblastic region, but no chondrocyte foci were found. These results suggest that OB differentiation by LCN2 causes osteoblastic bone metastasis, which is distinct from the SERPINA3 mechanism.

Our *in vitro* experiments showed that SERPINA3 and LCN2 suppressed the proliferation of BPCa cells, suggesting that these two genes are tumor suppressors in BPCa; TCGA dataset analysis supported this conclusion. In fact, both SERPINA3 and LCN2 were reported as both oncogenes and tumor suppressors in cancer, and their roles are likely to be tissue specific [41, 42]. For example, Xing et al. [43] reported that SERPINA3 inhibits apoptosis of LPCa cells (PC‐3 and DU145), and Tung et al. [44] reported that knockdown of LCN2 suppressed the growth and invasion of LPCa cells (PC‐3 and DU145), while we evaluated the function of these genes using BPCa cells. In contrast, Jiang et al. [45] reported that mast cell chymase stimulates lung cancer and decreases E‐cadherin, leading to tumor cell detachment, cell migration, and apoptosis. Laface et al. [46] reported that mast cell chymase stimulates angiogenesis in pancreatic cancer. Thus, as SERPINA3 is known to inhibit mast cell chymase [26], SERPINA3 may act as a tumor suppressor. Likewise, Lee et al. reported that LCN2 suppressed the JNK and PI3K/Akt pathways to inhibit the proliferation of human hepatocellular carcinoma cells [47], and Kim et al. also reported that LCN2 suppressed the RAS/ERK pathway to inhibit the proliferation of breast cancer cells [48]. Because the PI3K/Akt or RAS/ERK pathway is activated in BPCa cells, such as the C4 sublines and VCaP [49], it is speculated that LCN2 blocks this pathway and inhibits growth. Analysis of the TCGA dataset, which includes data from 550 PCa patients, revealed that PTEN, a suppressor of the PI3K/Akt pathway, is the most deleted or mutated gene at 17% [25]. Most human PCas are BPCa, and activation of the PI3K/Akt pathway via PTEN loss is presumably a major characteristic of BPCa. As LCN2 is known to suppress the PI3K/Akt pathway, LCN2 could be a tumor suppressor in BPCa.

Because both SERPINA3 and LCN2 are secreted proteins, it is also important to consider the feasibility of plasma biomarkers. Plasma analysis from NCC, Japan, suggested α1ACT as a biomarker of bone metastasis in PCa and LCN2 as a biomarker of osteolytic bone metastasis in PCa. This result did not clearly reflect our data showing that α1ACT and LCN2 were specifically increased in BPCa. NCC patient plasma analysis has some limitations: (a) the cohort size in the analysis was small, (b) some of the osteolytic group patients had both osteolytic and osteoblastic bone metastasis, and (c) α1ACT and LCN2 are known as biomarkers of other diseases. Plasma α1ACT is known as a biomarker of cardiovascular disease, tuberculosis, Alzheimer's disease, dementia, ovarian cancer, and pancreatic cancer [42]. Plasma LCN2 is known as a biomarker of acute kidney injury, arthritis, acute pancreatitis, obesity, cardiovascular disease, and multiple sclerosis [28]. These diseases were excluded from the analysis, but unknown effects from other diseases are inevitable.

Several cytokines and receptor proteins included inside or on the membrane of OB‐derived EVs were suggested as a mediator for stimulating BPCa to express SERPINA3 and LCN2. Cytokines (TGFβ, TNFα, IL‐1, 6, and OSM) are known as a mediator of SERPINA3 by activating NF‐κB signaling, MAPK/Erk signaling, and Jak/Stat signaling [50]. Cytokines (TNFα, IL‐1,6,17, and IFNγ) and growth factors such as EGF are known as a mediator of LCN2 by activating NF‐κB signaling, MAPK/Erk signaling, and Jak/Stat signaling [51, 52, 53]. MG63 cells highly expressed both ligands and receptors of TGFβ, TNFα, IL‐1, 6, 17, OSM, TNFα, IFNγ, and EGF (Fig. S14A). All these pathways were upregulated in C4‐2B cells by co‐culturing with MG63 cells (Fig. S14B). These results indicate that cytokines (TGFβ, IL, IFN, TNF, and OCM) and growth factors such as EGF contained within MG63 EVs or membrane proteins such as cytokines and growth factor receptors on MG63 EVs were delivered to C4‐2B cells to express SERPINA3 and LCN2.

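The paper's pathway analysis used a commercial knowledge base that was not used here, so target genes of each pathway were listed in advance and tested as sets with limma's camera. In C4-2B cells, 190 genes were higher with MG63 cells and 133 were lower (fold change above 2 and unadjusted p under 0.05), and 91 and 73 of them had an adjusted p under 0.05. With library size in place of TMM normalization the numbers were 163 and 153. The share of higher calls then went from 58.8% to 51.6%. With the replicate number as a block the numbers were 173 and 130. The mean log2 fold change of the NF-kB target genes was 1.29, with 19 of 21 genes higher (adjusted p = 9.2e-11, camera with Benjamini-Hochberg adjustment over 5 sets). It was 0.47 for JAK/STAT3 target genes, with 9 of 13 higher (adjusted p = 7.5e-06, camera). It was 0.41 for MAPK/ERK target genes (12 of 18 higher, adjusted p = 0.082, camera) and 0.11 for TGF-beta target genes (10 of 19 higher, adjusted p = 0.73, camera), against a mean of 0.028 over all genes. With the replicate number as a block, for which the same-numbered libraries correlated at -0.0379, the means were 1.29 for NF-kB, 0.46 for JAK/STAT3, 0.42 for MAPK/ERK (adjusted p = 0.049, camera) and 0.11 for TGF-beta. With the mono-cultures with RANKL as control, the TGF-beta set fell by 0.20 (adjusted p = 0.29, camera), and the means of the NF-kB and JAK/STAT3 sets were 1.04 and 0.24. The paper reasons that MG63 extracellular vesicles carry cytokines, growth factors or receptors to C4-2B cells, which then express SERPINA3 and LCN2.

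**Figure D4:**
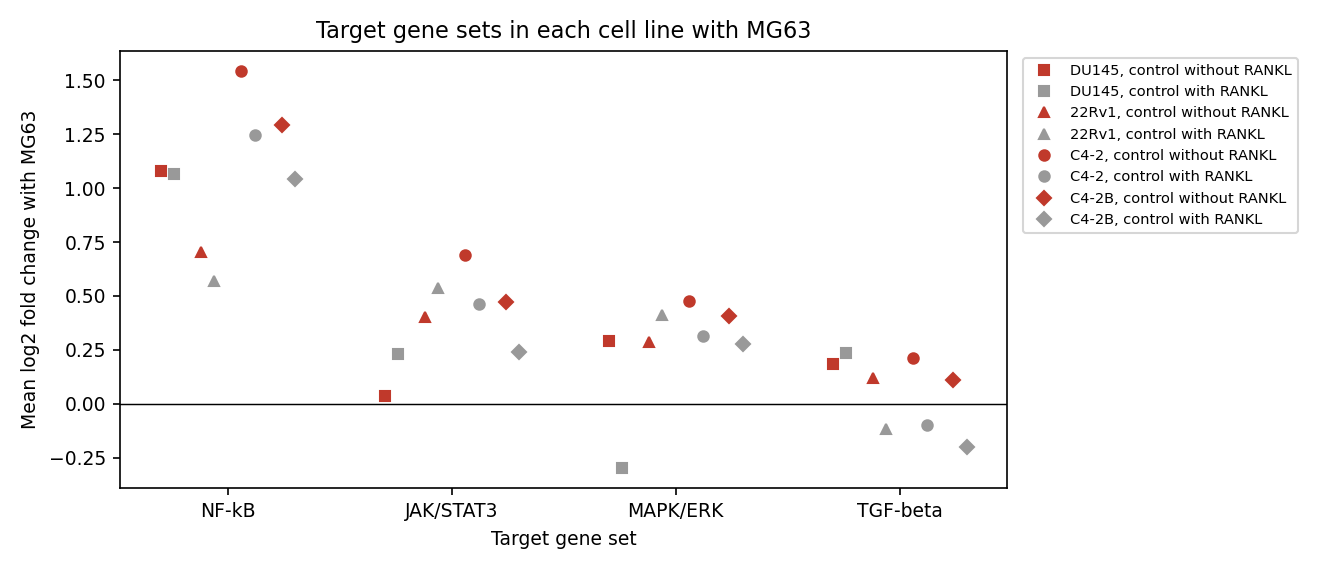
Mean log2 fold change with MG63 cells of 4 sets of target genes in each cell line, with the mono-cultures without RANKL (red) or with RANKL (gray) as control. Each point is the mean of 1 set in 1 cell line, and the horizontal line marks no change. The NF-kB set is above the line in all 4 cell lines with both controls.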

## 5 Conclusions

We showed SERPINA3 and LCN2 upregulation in BPCa via OB‐derived EVs in PCa bone metastasis environment. We revealed that SERPINA3 and LCN2 contributed to creating osteoblastic bone metastasis and suppressing PCa cell growth, leading to good survival (Fig. 7). In LPCa, this mechanism is absent, resulting in osteolytic bone metastases and poor survival. Thus, our findings suggest that SERPINA3 and LCN2 could be diagnostic biomarkers for predicting bone phenotype and survival.

**Fig. 7:**
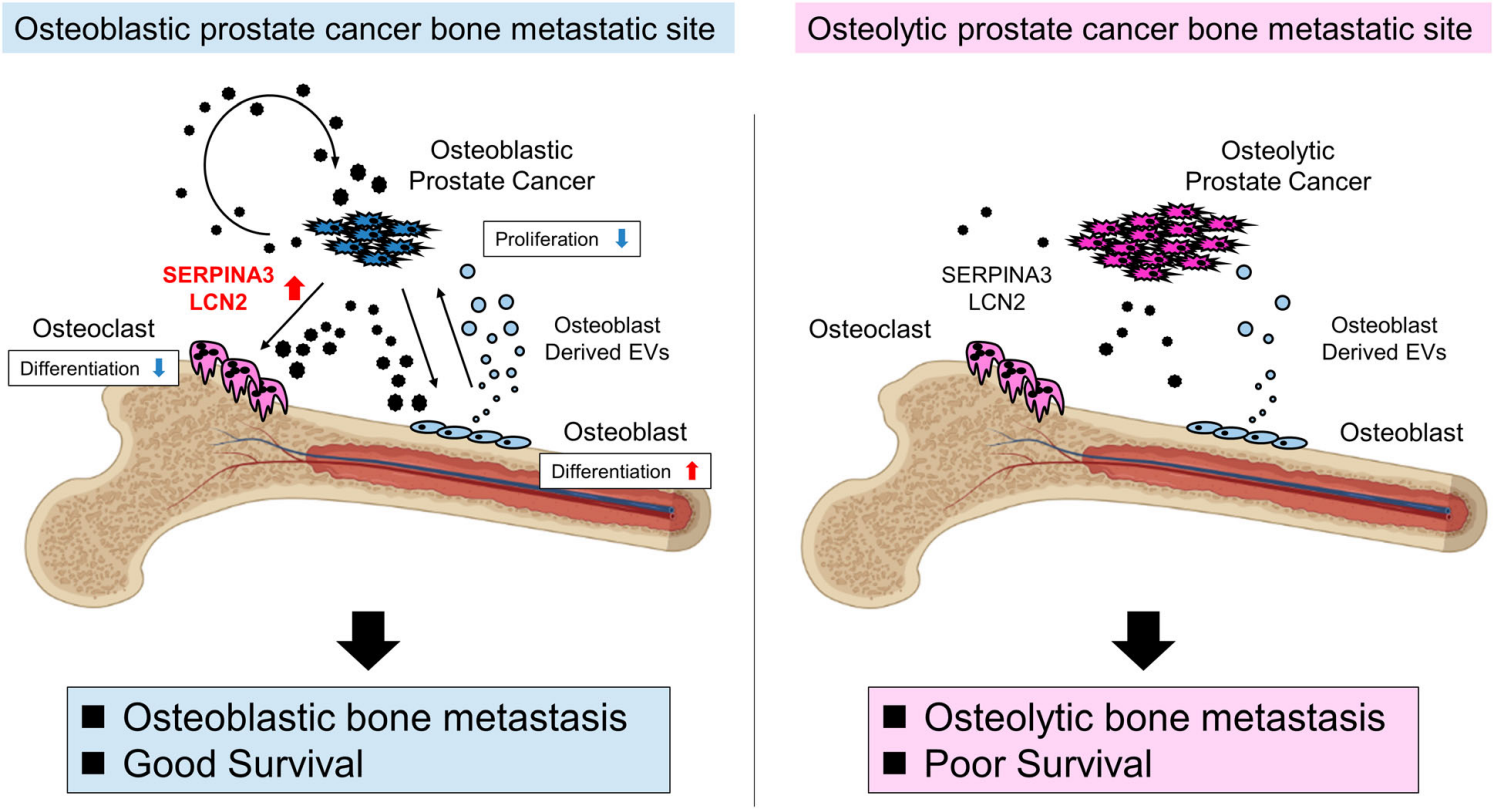
Schema of the bone metastasis environment phenotype distinguished by SERPINA3 and LCN2 functions in PCa, OCs, and OBs. SERPINA3 and LCN2 are upregulated in BPCa via osteoblast‐derived EVs. These factors create osteoblastic bone metastases by stimulating osteoblasts and osteoclasts to act as osteogenesis. In addition, these factors suppress PCa cell growth, leading to favorable survival. In LPCa, this mechanism is absent, resulting in osteolytic bone metastases and poor survival.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

KI, TO, and YY conceived the idea of the study. KI, TY, and YH performed the experiments. SS analyzed and interpreted the data regarding pathology, created figures, and wrote the text regarding pathology. KI and JN developed the statistical analysis plan and conducted statistical analyses. FU and TS helped to design experiments. EN, YM, HF, TK, and SE collected human samples for experiments. KI drafted the original manuscript. All authors reviewed the manuscript draft and revised it critically on intellectual content. All authors approved the final version of the manuscript to be published.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13484.

## Supporting information

**Fig. S1.** NCC patient data analysis between bone metastasis phenotypes. (A) Overall survival in patients with local PCa, BPCa, and LPCa. (B) Plots for age, Gleason score, PSA, NSE and ALP in patients with local PCa, BPCa, and LPCa. *P<0.05. Click here for additional data file.

**Fig. S2.** OC responses by horizontal co‐culture with LPCa or BPCa cells. (A) Proliferation rates of RAW246.7 cells with and without PCa cells (LPCa or BPCa) in horizontal co‐culture. (B) Expression of OC differentiation marker genes in RAW246.7 cells with and without PCa cells (LPCa or BPCa) measured by qRT–PCR. n = 3, *P<0.05. c Representative microscopic images of RAW246.7 cells with 50 ng/mL sRANKL in horizontal co‐culture with and without PCa cells (LPCa or BPCa). The arrow indicates differentiated OCs. n = 3. Click here for additional data file.

**Fig. S3.** Schema and concept for detecting factor X by the horizontal co‐culture of PCa and MG63 cells. (A) Schema of the bone metastasis environment. The function of the assumed factor X in PCa, OC, and OB cells is shown in both osteoblastic and osteolytic prostate cancer bone metastasis environments. (B) Schematic protocol of horizontal co‐culture to collect RNA samples for RNA‐seq analysis. Click here for additional data file.

**Fig. S4.** PCA and upregulated genes in LPCa cells co‐cultured with MG63 cells. (A) PCA plot of the whole transcriptome from the samples in Supplementary Figure 3B. (B) Scatter plot of 27 genes upregulated in LPCa (DU145 and 22Rv1) cells co‐cultured with MG63 cells evaluated by sample‐2 (LPCa cells co‐culture with MG63 cells) vs. sample‐1 (LPCa cell mono‐culture) and sample‐2 (LPCa cells co‐cultured with MG63 cells) sample‐4 (BPCa (C4‐2 and C4‐2B) cells co‐culture with MG63 cells). Click here for additional data file.

**Fig. S5.** α1ACT and LCN2 protein expression in BPCa cells. (A) Protein expression levels of α1ACT and LCN2 in C4‐2B cells with and without OBs (MG63 and Saos2) in horizontal co‐culture cells measured by immunoblotting. n = 3. (B) Protein expression levels of α1ACT and LCN2 in VCaP cells with and without MG63 in horizontal co‐culture cells measured by immunoblotting. n = 3. Click here for additional data file.

**Fig. S6.** Establishment of bone metastatic PCa from C4‐2B cells via caudal artery injection. Schematic protocol for creating bone metastasis in an osteoblastic prostate cancer‐derived xenograft mouse model. Tumor cells were isolated from bone metastasis lesions and named C4‐2B‐luc‐b1. Click here for additional data file.

**Fig. S7.** Microscopic images of SERPINA3 and LCN2 in human prostate cancer (patient 3–5). (A) Representative microscopic images of HE (left), SERPINA3 (middle), and LCN2 (right) staining of human prostate cancer tumors from primary sites. (B) Representative microscopic images of HE (left), SERPINA3 (middle), and LCN2 (right) staining of human prostate cancer tumors from bone metastasis sites. Click here for additional data file.

**Fig. S8.** Schematic protocol for vertical co‐culture. (A, B, and C) Schematic protocol for detecting MG63 EVs in C4‐2B cells through a filter of 0.03 μm or 0.6 μm. Confocal microscopic images are shown in Figure 4D. (A) Direct EV treatment, (B) co‐culture with a 0.6 μm filter, (C) co‐culture with a 0.03 μm filter. (D and E) Schematic protocol and RNA expression of SERPINA3 and LCN2 in C4‐2B cells using a 0.03 μm or 0.6 μm filter in the horizonal co‐culture system. n = 3, *P<0.05. Click here for additional data file.

**Fig. S9.** SERPINA3 and LCN2 effects on OB‐like cells. (A) Protein levels of α1ACT and LCN2 with and without SERPINA3 and LCN2 overexpression in PC‐3 M and C4‐2B cells by immunoblotting. n = 3. (B) OB‐like cell (MG63, Saos2, and MC3T3) proliferation in vertical co‐culture with SERPINA3‐ and LCN2‐overexpressing C4‐2B cells by luminescent cell viability assays. n = 3, *P<0.05. (C) RNA expression levels of OB differentiation marker genes (Col1a1, Alpl, Ibsp, Spp1, and Bglap) in MC3T3 cells vertically co‐cultured with SERPINA3‐ and LCN2‐overexpressing C4‐2B cells by qRT–PCR. NC: negative control. n = 3, *P<0.05. Click here for additional data file.

**Fig. S10.** SERPINA3 and LCN2 effects on RAW246.7 cells. (A) Schematic protocol of the luminescent cell viability assays of BPCa cells (C4, C4‐2, C4‐2B, and VCaP) with and without SERPINA3‐ and LCN2‐conditioned medium from HEK293T cells. (B) Proliferation rates of RAW246.7 cells. SRANKL (0 ng/mL or 50 ng/mL) was added on Day 0. n = 3. (C) Cell number counts of OCs. Multinuclear cells containing three or more TRAP‐positive nuclei were counted as OCs. n = 3, *P<0.05. (D) RNA expression levels of OC differentiation marker genes (Trap, Ctsk, Dc‐stamp, Rank, Mitf, Nfatc1, and Prdm1) in RAW246.7 cells. RAW246.7 cells were vertically co‐cultured with SERPINA3‐ and LCN2‐overexpressing C4‐2B cells by qRT–PCR. n = 3, *P<0.05. NC: negative control. Click here for additional data file.

**Fig. S11.** Xenografted PCa cells at bone metastasis. (A) Representative *in vivo* bioluminescence imaging of xenografted mice 4 weeks after caudal artery injection of PC‐3M cell lines (PC‐3M, PC‐3M‐SERPINA3 and PC‐3M‐LCN2). (B) Representative images of SERPINA3‐ and LCN2‐stained paraffin sections in bone metastatic sites. Click here for additional data file.

**Fig. S12.** SERPINA3 and LCN2 effects on BPCa. (A) Luminescent cell viability assays of BPCa cells (C4, C4‐2, C4‐2B, and VCaP) with 10 and 25 μl/well of SERPINA3‐ or LCN2‐conditioned medium from HEK293T cells. n = 4, *P<0.05. (B) The relative caspase 3/7 activity in BPCa cells (C4, C4‐2, C4‐2B, and VCaP) treated with SERPINA3‐ or LCN2‐conditioned medium from HEK293T cells. Caspase 3/7 activity was measured after 24 hours of treatment. n = 4, *P<0.05. (C) C4‐2B cell lines (C4‐2B, C4‐2B‐SERPINA3, C4‐2B‐LCN2, and C4‐2B‐SERPINA3‐LCN2) proliferation measured by luminescent cell viability assays. n = 12, *P<0.05. (D) Invasion assay of C4‐2B cell line cultured in collagen‐coated Boyden chambers. n = 6, *P<0.05. (E) Wound healing assay of C4‐2B cell lines. n = 6, *P<0.05. (F) Soft agar colony formation assay of C4‐2B cell lines. n = 3, *P<0.05. Click here for additional data file.

**Fig. S13.** α1 ACT and LCN2 plasma concentration in PCa patients. (A) α1ACT and LCN2 concentrations in PCa patients without bone metastasis, with osteoblastic bone metastasis (OB) and with osteolytic bone metastasis (OL) from NCC patient plasma examined by an ELISA kit. *P<0.05 (B and C) Kaplan–Meier plots with SERPINA3 and LCN2 protein levels from NCC prostate cancer patient plasma using PFS (B) and overall survival (C). No significant correlation was found between plasma SERPINA3 or LCN2 concentrations and PFS or OS. Click here for additional data file.

**Fig. S14.** Upstream mediator candidates of SERPINA3 and LCN2. (A) TPM counts of MG63 cells RNA expression from RNA‐seq data in GEO database (GSE208277). (B) Significantly upregulated pathways in C4‐2B cells by horizontal co‐culturing with MG63 cells (C4‐2B co‐cultured with MG63 vs. C4‐2B). Ingenuity Pathway Analysis (IPA, https://www.digital‐biology.co.jp/allianced/products/ipa/) was performed to identify upstream regulators. Click here for additional data file.

**Table S1.** Primer sequences for qRT‐PCR. Click here for additional data file.

**Table S2.** Baseline demographics of patients from the National Cancer Center, Japan. Click here for additional data file.

## Data Availability

The data generated in this study are available in Gene Expression Omnibus (GEO) at GSE210729.

# Supplementary material for: Osteoblast‐derived extracellular vesicles exert osteoblastic and tumor‐suppressive functions via SERPINA3 and LCN2 in prostate cancer
**Source:** Mol Oncol. 2023 Aug 4;17(10):2147–67. doi: 10.1002/1878-0261.13484
**Supplement:** Supplementary file 15 — Table S1. Primer sequences for qRT‐PCR.

| **Supplementary Table 1. Primer sequences for qRT-PCR.** | | |
| --- | --- | --- |
|  |  |  |
| **Race** | **Name** | **Sequence** |
| human | RANKL_Forward | ACCAGCATCAAAATCCCAAG |
| human | RANKL_Reverse | TAAGGAGGGGTTGGAGACCT |
| human | ALPL_Forward | CCTCCTCGGAAGACACTCTG |
| human | ALPL_Reverse | GCAGTGAAGGGCTTCTTGTC |
| human | BGLAP_Forward | GTGCAGAGTCCAGCAAAGGT |
| human | BGLAP_Reverse | TCAGCCAACTCGTCACAGTC |
| human | SPP1_Forward | TTGCAGTGATTTGCTTTTGC |
| human | SPP1_Reverse | GCCACAGCATCTGGGTATTT |
| human | SP7_Forward | TAATGGGCTCCTTTCACCTG |
| human | SP7_Reverse | CACTGGGCAGACAGTCAGAA |
| human | RUNX2_Forward | TTACTTACACCCCGCCAGTC |
| human | RUNX2_Reverse | TATGGAGTGCTGCTGGTCTG |
| human | LCN2_Forward | CCACCTCAGACCTGATCCCA |
| human | LCN2_Reverse | CCCCTGGAATTGGTT GTCCTG |
| human | SERPINA3_Forward | AAGGACCTTGACTCGCAGAC |
| human | SERPINA3_Reverse | CATGGGCACCATTACCCACT |
| human | ACTB_Forward | TAATGTCACGCACGATTTCCC |
| human | ACTB_Reverse | TCACCGAGCGCGGCT |
| mouse | B2m_Forward | ATGGGAAGCCGAACATACTG |
| mouse | B2m_Reverse | CAGTCTCAGTGGGGGTGAAT |
| mouse | Rank_Forward | TGCAGCTCAACAAGGATACG |
| mouse | Rank_Reverse | GTGCAGTTGGTCCAAGGTTT |
| mouse | Prdm1_Forward | ACACCGGGACTCCTACTCCT |
| mouse | Prdm1_Reverse | GTACGGTGGCAACAGGAACT |
| mouse | Nfatc1_Forward | TCATCCTGTCCAACACCAAA |
| mouse | Nfatc1_Reverse | TCACCCTGGTGTTCTTCCTC |
| mouse | Mitf_Forward | AACCGACAGAAGAAGCTGGA |
| mouse | Mitf_Reverse | TGATGATCCGATTCACCAGA |
| mouse | Trap_Forward | CAGCAGCCAAGGAGGACTAC |
| mouse | Trap_Reverse | ACATAGCCCACACCGTTCTC |
| mouse | Ctsk_Reverse | AAGTGGTTCATGGCCAGTTC |
| mouse | Dc-stamp_Forward | AAAACCCTTGGGCTGTTCTT |
| mouse | Dc-stamp_Reverse | AATCATGGACGACTCCTTGG |
| mouse | Spp1_Forward | TGCACCCAGATCCTATAGCC |
| mouse | Spp1_Reverse | CTCCATCGTCATCATCATCG |
| mouse | Bglap_Forward | GAACAGACAAGTCCCACACAGC |
| mouse | Bglap_Reverse | TCAGCAGAGTGAGCAGAAAGAT |
| mouse | Alpl_Forward | AACCCAGACACAAGCATTCC |
| mouse | Alpl_Reverse | GCCTTTGAGGTTTTTGGTCA |
| mouse | Col1a1_Forward | GCAAGAGGCGAGAGAGGTTT |
| mouse | Col1a1_Reverse | GACCACGGGCACCATCTTTA |
| mouse | Ibsp_Forward | AACAATCCGTGCCACTCACT |
| mouse | Ibsp_Reverse | GGCCGGTACTTAAAGACCCC |

# Supplementary material for: Osteoblast‐derived extracellular vesicles exert osteoblastic and tumor‐suppressive functions via SERPINA3 and LCN2 in prostate cancer
**Source:** Mol Oncol. 2023 Aug 4;17(10):2147–67. doi: 10.1002/1878-0261.13484
**Supplement:** Supplementary file 16 — Table S2. Baseline demographics of patients from the National Cancer Center, Japan.

| **Supplementary Table 2. Baseline demographics of patients from the National Cancer Center, Japan.** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |
|  |  | local PCa | osteoblastic bone metastasis | osteolytic bone metastasis | P value | |
|  |  |  |  |  | local VS metastasis | lytic VS blastic |
| n |  | 21 | 19 | 12 |  |  |
| age |  | 66.5 (39-79) | 69.8 (50-84) | 68.5 (55-81) | 0.2983 | 0.7051 |
| PSA |  | 13.71 (4.927-117.77) | 1237 (18.791-14199) | 1774 (95.462-6478.9) | 0.0232 | 0.6105 |
| Gleason Score (%) | 3+3 | 0 (0) | 0 (0) | 0 (0) | 0.0023 | 0.279 |
|  | 3+4 | 6 (40) | 1 (5.6) | 0 (0) |  |  |
|  | 4+3 | 5 (33.3) | 5 (27.8) | 1 (10) |  |  |
|  | 4+4 | 1 (6.7) | 2 (11.1) | 2 (20) |  |  |
|  | 4+5 | 2 (13.3) | 6 (33.3) | 4 (40) |  |  |
|  | 5+4 | 1 (6.7) | 4 (22.2) | 3 (30) |  |  |
|  | 5+5 | 0 (0) | 0 (0) | 0 (0) |  |  |
| NSE |  | 10.51 (8.6-13.6) | 15.88 (8.1-45.6) | 17.60 (8-56.2) | 0.1735 | 0.7249 |
| ALP |  | 270 (91-448) | 585.7 (72-2319) | 716.5 (227-2530) | 0.0080 | 0.5619 |
| T score | ≤3 | 21 | 18 | 12 | 0.9999 | 0.9999 |
|  | 4 | 0 | 1 | 0 |  |  |
| N score | 0 | 15 | 9 | 2 | 0.0001 | 0.1255 |
|  | 1 | 0 | 9 | 9 |  |  |
| metastasis | bone | 0 | 19 | 12 | 0.0001 | 0.9999 |
|  | visceral | 0 | 4 | 4 | 0.0155 | 0.6757 |
| Initial treatment | Surgery | 9 | 0 | 0 | 0.0001 | 0.9999 |
|  | Radiation | 5 | 0 | 0 |  |  |
|  | ADT | 4 | 19 | 12 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

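RNA from 36 cultures of 4 PCa cell lines was sequenced: 12 mono-cultures, 8 co-cultures with MG63 cells, 8 mono-cultures with RANKL, and 8 co-cultures with RAW264.7 cells and RANKL. All 36 columns of values were used and mapped to a culture by the sample labels, and 0 were left out. C4-2 and C4-2B were grouped as BPCa and DU145 and 22Rv1 as LPCa, as the paper does.

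The authors quantified the reads with kallisto and deposited a count for each transcript and sample. The table had 161149 lines and 159837 transcripts. The 2491 lines of transcripts listed more than once held identical values and were used once. Of the values above 0, 0.987% were whole numbers. The paper's text names a later step with tximport in R that gives scaled counts per gene. The deposited values are listed per transcript, but they may already be scaled. CXCL10, which has 1 transcript in the table, was at 1.57, 1.57 and 1.59 in the DU145 mono-cultures. A deposited count therefore may not equal a read. No normalization across samples was present in them.

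Transcript counts were summed by the gene symbol in the table, which gave 27852 genes. The 6878 transcripts without a symbol held between 0.526% and 0.764% of the counts of a sample. They were left out of the gene tests and of the sums behind CPM, but kept in the total counts given for each library. Coordinates, gene types, GC content and transcript lengths came from GENCODE 29 on GRCh38, which held 95.4% of the transcripts in the table. The paper's text does not name a genome build. GC content and length were available for 27835 genes.

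Total counts ranged from 23932472 to 36719047 in mono-cultures without RANKL and from 9593426 to 15418211 in all other libraries. Levels are counts per 1e6 counts of the genes with a symbol (CPM), and 3 counts were taken as the detection limit.

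Because the deposited values are estimated counts, they were rounded to whole numbers and tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood fit and test) in R 4.3.3. Genes with at least 100 counts in at least 1 of the samples tested were kept. The paper states a minimum of 100 reads after a step that gives scaled counts. Here the minimum was applied to the deposited counts as they stand. The model had 1 mean per cell line and culture. The 20 samples without RANKL were fitted together, the 16 samples with RANKL were fitted together for the RAW264.7 comparisons, and all 36 were fitted together for the effect of RANKL in mono-culture. A gene was called at a fold change above 2 and an unadjusted p under 0.05, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside these. A gene was selected in BPCa cells when it was called in BPCa cells with MG63 cells against all 3 other groups, and was neither called in LPCa cells with MG63 cells against LPCa mono-culture nor in BPCa against LPCa mono-culture. The selection in LPCa cells mirrored this. The rule was read from the Venn diagrams of Fig. 2A, as the paper's text does not state it. Sets of target genes of 5 pathways were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01. The p were adjusted over all 5 sets, of which 1 is not reported here. Single genes were compared between groups with exact permutation tests in scipy 1.17.1. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the tables and matplotlib 3.10.9 for the figures.

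The genes named in the text were fixed by a rule. They are the genes the paper names for its RNA-seq, the osteoblastic factors of its Discussion, and the 5 genes with the largest change that were selected in BPCa and in LPCa cells and rose in both lines. The rule also names up to 3 genes with the largest change past an adjusted p of 0.05 in the RAW264.7 and RANKL comparisons. Other genes are named only where a count is 5 or fewer, and the text says so.

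The replicate numbers come from the sample labels, and the paper does not state that equal numbers mark cultures handled together. Whether equal numbers paired the samples was checked by the correlation of their deviations from the group means, which was -0.0379 for MG63 co-cultures and mono-cultures without RANKL, 0.0101 for MG63 co-cultures and mono-cultures with RANKL, 0.0188 for RAW264.7 co-cultures and mono-cultures with RANKL, and 0.0211 for both kinds of mono-cultures. Fits with the replicate number as a block are reported beside those without it.

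The 20 alternatives fixed in advance changed the filter, the normalization, the tool (DESeq2 1.42.0), the samples fitted, the pooling of cell lines, the replicate block, the threshold, the mono-cultures used as control, the test, the gene set correlation, the settings of the PCA and the scale of the levels. Each sample was also left out in turn. A further 4 alternatives were added after seeing the data.

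The procedures were tested on simulated data drawn from negative binomial distributions with the means of the mono-cultures and the library sizes and dispersions of the real samples. With 200 of 13385 genes changed, the edgeR fit recovered 199 (99.5%) and called 47 unchanged genes (0.356%). The changed genes were drawn from well-expressed genes and given changes well above 2-fold. These shares therefore do not cover genes at low counts, such as SERPINA3 and LCN2 in mono-culture. DESeq2 recovered 199, the fit with pooled cell lines 193, the replicate block 199 and the equal-variance two-sample test 198. Of the 100 genes raised in BPCa cells with MG63 cells, whatever their level in LPCa cells, 76 were selected, with 3 false. Of 200 changed genes, 198 were recovered in the RAW264.7 comparison (11471 genes) and 200 in the RANKL comparison (13378 genes). An NF-kB set of 20 genes simulated with a log2 change of 1 was recovered at 0.97.

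The commercial pathway knowledge base and the vertical co-cultures were not used here, and nothing was computed for the RNA of MG63 cells themselves.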

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

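The tests for the share of counts in the highest genes, the mitochondrial genes, the choice of control for gene sets, the genes that depend on 1 library, GC content for the difference between BPCa and LPCa cells, SERPINA3 counts at the floor and FOS depth were chosen only after the results were seen. All other tests and their limits were written down before the data were examined.

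Single libraries were compared with the rest of their group by Dixon's test at a level of 1 in 20. Of 58 groups tested, 6 held an outlying library, against 2.9 expected by chance. In replicate 2 of DU145 with MG63 cells, 3.59% of counts fell on mitochondrial genes, against 11.7% to 16.8% in the other 7 MG63 co-cultures, and its position on the principal component PC3 was -53.0. Of the technical explanations tested, a GC bias of the library gave a positive result: across genes the difference between replicate 2 and replicate 1 correlated with GC content (Spearman rho 0.425). The correlation with transcript length was -0.25, between the limits set for a positive and a negative result. A mixture of cell lines is unlikely, because prostate markers were higher in replicate 2 by only 0.06 on the log2 scale, and MG63 RNA is unlikely because mesenchymal markers differed by 0.12. The 10 highest genes took 7.55% of its counts against 13.8% in replicate 1, so a few abundant genes did not crowd out the rest. Without the 25 mitochondrial genes replicate 2 lay 5.03 standard deviations from the mean of PC3, against 5.15 with them, but so few of the 13437 genes can hardly move PC3, and this does not rule out an effect of the mitochondrial loss on the other counts. The difference cannot be told apart from a GC bias of this library or from the loss of mitochondrial transcripts.

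The other 4 outlying values are levels of single genes. TDO2 was at 0.271 CPM (3.05 counts) in 22Rv1 with RAW264.7 cells replicate 1 and at 0 in the other 3 LPCa libraries of that kind. CNTN5 was at 1.17 CPM (13.6 counts) in C4-2B with RAW264.7 cells replicate 2, against at most 0.252 CPM in the other 3, and at 0.327 CPM (8.14 counts) in 22Rv1 mono-culture replicate 1, against at most 0.0816 CPM in the other 5. MSANTD3-TMEFF1 was at 1.19 CPM (43.3 counts) in C4-2B mono-culture replicate 1 and at most 0.00169 CPM in the other 5 BPCa mono-cultures. No explanation was tested for these 4 values.

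The effect of MG63 cells on SERPINA3 was larger in BPCa than in LPCa cells by 4.98 on the log2 scale (adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, between 5.1e-08 and 0.22 over the alternatives). All 4 BPCa co-cultures lay above all BPCa mono-cultures. Only 2 of the 10 LPCa libraries held more than 3 counts of SERPINA3, so the size of the LPCa change is set by the floor of detection, and the size of the difference may be too. MG63 RNA is unlikely to explain the rise of SERPINA3 and LCN2 in BPCa cells, as mesenchymal markers changed by 0.06 there (19 markers). The levels of these markers, SERPINA3 and LCN2 in MG63 cells were not computed, so MG63 RNA is not excluded.

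JAK/STAT3 target genes rose more in BPCa than in LPCa cells, by 0.36 with 11 of 13 genes in that direction (adjusted p = 0.0025, camera with Benjamini-Hochberg adjustment, between 0.0023 and 0.60 over the alternatives). With the mono-cultures with RANKL as control the difference was -0.033, so the result depends on the control and cannot be told apart from a difference between the mono-cultures.

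The effect of MG63 cells differed between BPCa and LPCa cells for 186 genes at an adjusted p under 0.05 (edgeR). At a fold difference above 2 and an unadjusted p under 0.05 there were 360 genes, and 3 of 100 regroupings gave as many (at most 564, median 155), which is under the limit of 5 in 100. Swaps in LPCa cells alone leave the BPCa effect in place, so these regroupings are strict. Across genes this difference correlated with GC content (Spearman rho -0.391, and -0.248 without replicate 2 of DU145 with MG63 cells), so a GC bias is not excluded for the 360 genes. Between DU145 and 22Rv1 the effect differed for 347 genes at an adjusted p under 0.05 and between C4-2 and C4-2B for 10, at an unadjusted p for 655 and 178. With the mono-cultures with RANKL as control these numbers were 557 and 133, and 903 and 355, so the small number between C4-2 and C4-2B depends on the control. C4-2 and C4-2B are also related sublines, so a smaller number there need not reflect their phenotype. Across genes the difference between DU145 and 22Rv1 correlated with GC content at 0.072, which speaks against a GC bias. Depth was not tested as an explanation, so the 347 genes cannot be told apart from a technical difference between these libraries.

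NF-kB target genes rose with MG63 cells in all lines: by 1.54 in C4-2 (18 of 21 genes), 0.71 in 22Rv1 (17 of 21 genes) and 1.08 in DU145 (19 of 21 genes). The adjusted p was 3.2e-14, 0.0039 and 2.3e-18 (camera with Benjamini-Hochberg adjustment), and that of 22Rv1 lay between 8.5e-04 and 0.053 over the alternatives. Mesenchymal markers changed by 0.13 in LPCa cells, so MG63 RNA is unlikely as an explanation, and with the mono-cultures with RANKL as control the smaller of the LPCa changes was 0.57 (adjusted p = 0.028). The pattern was found and tested on the same data, so the rise in LPCa cells remains a hypothesis.

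The mono-cultures with RANKL differed from those without it in 166 genes at an adjusted p under 0.05 (edgeR), of 195 at an unadjusted p under 0.05, for the change averaged over the 4 lines. In single lines the numbers were larger: 305 of 411 in C4-2, 286 of 432 in C4-2B, 293 of 401 in 22Rv1 and 701 of 785 in DU145. Between BPCa and LPCa cells the change differed for 311 of 457 genes. For the averaged change, after the deeper libraries were thinned to 12264408 counts, 136 genes remained, of which 111 were among the 195, so depth does not account for the difference. In 1 of 100 regroupings of the 20 mono-cultures, the real grouping itself, the number was as large (201 genes, at most 161 in another), so a grouping by chance is unlikely. The change across genes correlated with GC content at 0.14 and with transcript length at -0.084. Of 201 genes that changed against 1 of the mono-cultures of each line, 70.1% moved the same way in the MG63 co-cultures, which had no RANKL, against separate mono-cultures, as did 68.8% of all genes. NF-kB target genes changed by 0.24 (adjusted p = 0.38, camera). An effect of RANKL cannot be told apart from a difference between the sets of libraries.

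With RAW264.7 cells, 5 genes changed in BPCa cells and 1 in LPCa cells at an adjusted p under 0.05 (edgeR), of 48 and 45 at an unadjusted p under 0.05. The 5 genes are FOS (log2 fold change 3.33, adjusted p = 2.5e-04), AMIGO2 (3.43, adjusted p = 0.038) and VAV1 (3.10, adjusted p = 0.036), which were higher, and CHRNA2 and TRIM49D1, which were lower. The gene in LPCa cells was XAB2, which was lower. CHRNA2, TRIM49D1 and XAB2 were named after their values were seen. In C4-2B mono-culture with RANKL, AMIGO2 and VAV1 had at most 3 counts, and their means with RAW264.7 cells were at least 2-fold the detection limit. In C4-2 cells their changes were 1.2 (adjusted p = 0.72) and 0.54 (adjusted p = 0.96). Their adjusted p was 0.088 and 0.14 with the replicate block within cell line and 1.00 for both with the cell lines pooled, and it rose to as much as 0.15 and 0.23 with single samples left out, so these 2 calls are not firm. In regroupings of the same libraries, 8 of 8 gave as many genes in BPCa cells (at most 61, median 57), so that number cannot be told apart from a grouping by chance. In LPCa cells 1 of 8, the real one, gave as many (at most 44). With 8 regroupings the share cannot fall under 1 in 8, so a grouping by chance is not excluded there. RAW264.7 RNA does not stand out in the counts, as macrophage and osteoclast markers differed by 0.011 (12 markers). By line, the change of FOS was 4.10 in C4-2B (adjusted p = 0.0036, edgeR) and 2.56 in C4-2 (adjusted p = 0.057). It was only 0.63 in 22Rv1 (adjusted p = 0.81) and 0.87 in DU145 (adjusted p = 0.65). FOS was higher in 8 of 8 RAW264.7 co-cultures than in the mono-cultures with RANKL of the same line. The mean totals of these libraries had a ratio of 1.05, so depth does not explain FOS, but stress or handling was not tested.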

How the results depend on the processing

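All alternatives were fixed in advance except 4, which were chosen only after the results were seen and are marked so. Where a value changed, the cause was not tested unless a value below shows it.

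For the group comparisons, selections and gene sets, 280 of the values obtained under an alternative kept their direction, side of the threshold and size, 57 moved by more than the limit set for size, 7 fell to the other side of the threshold, 6 rose past it, and 2 reversed. With single samples left out, 603 were unchanged, 18 moved, 2 fell below the threshold and 1 rose past it. For single genes and levels, 396 were unchanged, 41 fell below the threshold, 6 rose past it, 1 reversed and the rest moved in size. With single samples left out, 743 of these were unchanged, 51 fell below, 2 rose past, 4 reversed and 1 moved. The rise of SERPINA3 and LCN2 in BPCa cells with MG63 cells against BPCa mono-culture kept its direction under every alternative, and no sample lay nearest another cell line in the PCA under any of them.

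Without the filter on low counts, 505 genes were higher in BPCa cells with MG63 cells than in BPCa mono-culture, 2898 than in LPCa mono-culture, and 2719 than in LPCa cells with MG63 cells. In LPCa cells with MG63 cells 405 were higher than in LPCa mono-culture, and between the mono-cultures 2846 were higher in BPCa and 3543 in LPCa. Then 68 genes were selected in BPCa cells and 45 in LPCa cells, 815 had a different effect of MG63 cells, 446 were higher and 305 lower in C4-2B cells, 345 and 351 changed with RAW264.7 cells in BPCa and LPCa, and 732 changed with RANKL. With filterByExpr in edgeR the counts were 395 for BPCa and 370 for LPCa cells with MG63 cells against their mono-cultures, 49 and 51 for the selections, 711 for a different effect, 353 and 293 for C4-2B, 176 and 204 for RAW264.7, and 486 for RANKL. The cause of each change was not tested.

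The unadjusted threshold was more lenient than an adjusted p under 0.05 (Benjamini-Hochberg, edgeR). At the adjusted threshold 186 genes had a different effect, 91 were higher and 73 lower in C4-2B cells, and with RAW264.7 cells 5 changed in BPCa and 1 in LPCa cells.

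When the 2 cell lines of each phenotype were pooled, 89 genes were higher in BPCa cells with MG63 cells than in BPCa mono-culture, 1154 were higher than in LPCa cells with MG63 cells, 6 were selected in BPCa cells, 120 had a different effect (0 at an adjusted p under 0.05), 9 changed with RAW264.7 cells in BPCa and 9 in LPCa cells, and 112 changed with RANKL. LCN2 against LPCa cells with MG63 cells was 3.06 on the log2 scale (adjusted p = 0.068, edgeR), the difference in the effect on SERPINA3 was 5.00 (adjusted p = 0.22), and LCN2 in BPCa against LPCa mono-culture reversed to -0.94. The cause was not tested. With all 16 groups in 1 fit, 81 genes changed with RAW264.7 cells in LPCa cells, and 0 had an adjusted p under 0.05.

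With the equal-variance two-sample test, the test named in the paper's statistics section, 5 genes were selected in BPCa cells and 0 in LPCa cells. The 5 are CFB, DNASE1L3, LCN2, MTRNR2L10 and SHROOM1, of which DNASE1L3, MTRNR2L10 and SHROOM1 are named after their values were seen. It called 1127 genes in BPCa cells with MG63 cells against LPCa mono-culture, 1033 in LPCa cells with MG63 cells against BPCa cells with MG63 cells, and 17 against LPCa mono-culture. DESeq2 gave a difference in the effect on LCN2 of 3.87 (adjusted p = 0.0093, against 0.0093 to 1 over the alternatives fixed in advance).

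With the mono-cultures with RANKL as control, 105 genes were higher in BPCa cells with MG63 cells, the TGF-beta set in C4-2B cells reversed to -0.20, and the difference in JAK/STAT3 target genes between BPCa and LPCa reversed to -0.033. The cause was not tested. With the mono-culture replicates 1 and 2 only, the MAPK/ERK set in C4-2B cells was 0.42 (adjusted p = 0.026, camera in limma) and the difference in SERPINA3 5.19 (adjusted p = 0.053, edgeR). With library size only the MAPK/ERK set was 0.34 (adjusted p = 0.034, camera). Over all alternatives its adjusted p lay between 0.026 and 0.35. With the inter-gene correlation estimated from the data, the NF-kB set in 22Rv1 cells was 0.71 (adjusted p = 0.053, camera).

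The replicate block, with 1 factor for the replicate number, gave 184 and 157 genes higher in BPCa and LPCa cells with MG63 cells than in mono-culture, 15 and 22 selected genes, and 344 with a different effect. The MAPK/ERK set was 0.42 (adjusted p = 0.049, camera). The block within each cell line gave 186 and 150 genes, 14 and 15 selected genes, a difference in SERPINA3 of 5.19 (adjusted p = 0.12, edgeR), and 0.41 for the MAPK/ERK set (adjusted p = 0.038, camera). Samples of equal number had a mean correlation of -0.0379 (MG63 co-cultures and mono-cultures), so the numbers carry little pairing. The cause of the changes was not tested.

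The following were chosen after seeing the data. With DU145 as the only LPCa line, the difference in SERPINA3 was 5.15 (adjusted p = 0.062, edgeR) and in LCN2 3.96 (adjusted p = 0.0024). With an equal-variance test on counts without scaling and the mono-cultures with RANKL as control, SERPINA3 against BPCa mono-culture was 7.39 (adjusted p = 0.068), 1 gene was selected in LPCa cells (ATOH8, named after its value was seen), and 852 and 1057 genes were higher in LPCa and BPCa mono-culture. In LPCa cells with MG63 cells this test called 634 genes against BPCa cells with MG63 cells, 922 against BPCa mono-culture and 12 against LPCa mono-culture. With no filter and the mono-cultures with RANKL as control, 319 and 416 genes were higher in BPCa and LPCa cells with MG63 cells than in mono-culture, 49 and 81 were selected, 977 had a different effect, and 385 were higher and 311 lower in C4-2B cells. The levels of Fig. 2D as counts without scaling are given with the differences from the paper.

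With single samples left out, the genes higher in LPCa cells with MG63 cells than in LPCa mono-culture ranged from 93 to 290, those selected in LPCa cells from 12 to 55, and those with a different effect from 321 to 623, with the extremes when a DU145 co-culture was left out. The difference in SERPINA3 ranged from 3.32 to 7.35 (adjusted p up to 0.99, edgeR). The highest adjusted p came without 22Rv1 replicate 1. SERPINA3 was then at 0 in the remaining 22Rv1 mono-cultures, so this p cannot count against the difference. In C4-2B cells the gene sets ranged from 1.07 to 1.51 for NF-kB, 0.35 to 0.58 for JAK/STAT3, 0.31 to 0.50 for MAPK/ERK and 0.06 to 0.16 for TGF-beta. The NF-kB set ranged from 1.39 to 1.71 in C4-2, from 0.56 to 0.87 in 22Rv1 and from 1.05 to 1.11 in DU145. The genes that reversed were LCN2 in BPCa against LPCa mono-culture (from -0.80 without C4-2B replicate 1 to 1.77), SERPINA3 in LPCa cells with MG63 cells (from -0.63 without DU145 replicate 2 with MG63 cells to 3.40), and MSANTD3-TMEFF1 in LPCa cells with MG63 cells (from -3.19 without 22Rv1 replicate 1 with MG63 cells to 4.48, with -0.33 without DU145 replicate 1 with MG63 cells). The genes higher in BPCa cells with MG63 cells than in BPCa mono-culture stayed between 168 and 196.

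Depth limits these results in the co-cultures. A gene needs at least 100 counts in 1 library to be tested, and 3 counts correspond to up to 0.288 CPM in the MG63 co-cultures and 0.125 CPM in the mono-cultures without RANKL, so a gene can be absent from a co-culture by depth alone.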

Differences from the paper's values

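The values of the paper that were read from figures are marked as read by eye. Where a setting was added after seeing the values, the sentence says so.

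The paper gives 75 genes selected in BPCa cells, and 14 were found here. The exclusions behind the 14 were read from the Venn diagrams of Fig. 2A and may differ from those of the paper. Before them, 41 genes were higher in BPCa cells with MG63 cells than in all other groups, and 67 in LPCa cells with MG63 cells. The fit without a filter gave 68, within 1.5 times of the paper's number, and filterByExpr in edgeR gave 49, which is not. The setting without a filter and with the mono-cultures with RANKL as control, chosen after seeing the values, also gave 49. In LPCa cells, where the paper gives 27 genes and 26 were found here, the fit without a filter selected 45, so no setting came close to both numbers. For the comparison of BPCa cells with MG63 cells against BPCa mono-culture the paper shows about 460 genes in Fig. 2A, read by eye, and 185 were found here. The fit with filterByExpr gave 395 and the fit without a filter 505, both within 1.5 times of the paper's number. They gave 370 and 405 genes in LPCa cells, where the paper shows about 180 in Fig. 2A, read by eye, and 163 were found here. The setting without a filter and with the mono-cultures with RANKL as control, chosen after seeing the values, gave 319 genes in BPCa cells, which is within 1.5 times of the paper's number but still well short of it, and 416 in LPCa cells, which is not within 1.5 times.

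The log2 fold change of SERPINA3 in BPCa cells with MG63 cells against BPCa mono-culture is about 8.8 in Fig. 2C of the paper, read by eye, and 6.72 here. No alternative closed this gap, and the equal-variance test on counts without scaling, chosen after seeing the values, gave 7.39. Against LPCa cells with MG63 cells the paper shows about 9.6 in Fig. 2C, read by eye, and 9.07 was found here. The replicate block within cell line gave 9.56, and the equal-variance test on counts without scaling, chosen after seeing the values, gave 9.38. The LPCa co-cultures held at most 3.45 counts of SERPINA3, and with single samples left out the value ranged from 8.51 to 11.44, so it is not a firm value and none of these settings can be said to match the paper better. For LCN2 the paper shows about 8.1 against BPCa mono-culture in Fig. 2C, read by eye, and 7.71 was found here. DESeq2 gave 7.80 and the equal-variance test on counts without scaling, chosen after seeing the values, gave 7.94, both nearer to the paper's value but below it. The BPCa mono-cultures held between 0 and 12.3 counts of LCN2, so its fold change is not a firm value. For LCN2 against LPCa cells with MG63 cells the paper shows about 5.7 in Fig. 2C, read by eye, and 5.08 was found here. No alternative closed this gap. With single samples left out the value ranged from 4.69 to 7.35, which includes 5.7, so it is not a firm value.

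The levels in Fig. 2D of the paper are in TPM, read by eye, and those here are in CPM. For SERPINA3 the paper shows about 1800 in C4-2 and about 770 in C4-2B cells with MG63 cells, and 123 and 56.4 CPM were found here. For LCN2 it shows about 400 in C4-2, about 490 in C4-2B and about 90 in DU145 cells with MG63 cells, against 27.2, 36.0 and 7.84 CPM. For COL5A1 it shows about 87 and about 94 in C4-2 and C4-2B, against 5.92 and 6.86 CPM. For CCL2 it shows about 35 and about 9, against 2.42 and 0.723 CPM. For UBD it shows about 30 and about 29, against 2.03 and 2.16 CPM. For TDO2 it shows about 95 and about 25, against 4.39 and 0.799 CPM. For CXCL10 it shows about 17 and about 12, against 1.19 and 0.867 CPM. For CNTN5 it shows about 82 and about 32, against 3.21 and 0.608 CPM. For SERPINA3 and LCN2, neither TMM factors nor DESeq2 size factors closed the gap, and for the other genes these scales were not run.

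The deposited counts without scaling, chosen after seeing the values, were 1789.8 and 775 for SERPINA3, 399, 495 and 93.1 for LCN2, 86.8 and 94.4 for COL5A1, 35.0 and 9.97 for CCL2, 29.9 and 29.7 for UBD, 65.1 and 10.9 for TDO2, 17.5 and 11.9 for CXCL10, and 47.2 and 8.38 for CNTN5, in the same order of cell lines. They lie close to the paper's values except for TDO2 and CNTN5, which are lower in both lines.

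SERPINA3 and LCN2, which the paper names among the genes selected in BPCa cells, were not selected here under the rule read from Fig. 2A. SERPINA3 was left out because it was already higher in BPCa than in LPCa mono-culture. LCN2 was left out because it was also called in LPCa cells with MG63 cells. With the mono-cultures with RANKL as control and with the equal-variance test, LCN2 was selected. It was also selected without 22Rv1 with MG63 cells replicate 1. LCN2 was then at 0 counts in every 22Rv1 library, so its average LPCa change could not be tested there. At an adjusted p under 0.05, LCN2 was also selected without the filter, with filterByExpr, with both replicate blocks and with mono-culture replicates 1 and 2 only. At that threshold it was also selected when C4-2 replicate 3 or any single LPCa mono-culture was left out. The adjusted p of LCN2, LPCa + MG63 against LPCa, was 0.041 (edgeR), and between 2.2e-04 and 0.15 over the alternatives fixed in advance. Both were selected with the equal-variance test on counts without scaling and the mono-cultures with RANKL as control, chosen after seeing the values.

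Of the other genes of Fig. 2D, COL5A1 was higher in BPCa cells with MG63 cells but not 2-fold. CCL2, UBD, TDO2, CXCL10 and CNTN5 had fewer than 100 counts, as deposited, in all samples without RANKL. Without the filter and with filterByExpr these 5 were called against BPCa mono-culture, and CCL2, UBD and CXCL10 were also selected. Without a filter and with the mono-cultures with RANKL as control, chosen after seeing the values, all 8 genes of Fig. 2D were called and CCL2, UBD, TDO2, CXCL10 and CNTN5 were selected. MSANTD3-TMEFF1 and GAL3ST1, which the paper shows in Fig. S4B, were not called in LPCa cells. MSANTD3-TMEFF1 was called and selected with the replicate block within cell line, and without a filter with the mono-cultures with RANKL as control, chosen after seeing the values. GAL3ST1 was not called under any setting.

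The paper states that the osteoblastic factors were not clearly higher in BPCa than in LPCa cells. Here KLK3, IGF1, PDGFA and ERBB3 were more than 2-fold higher in BPCa cells with MG63 cells than in LPCa cells with MG63 cells, and PDGFB was higher by less than 2-fold. With the cell lines pooled, IGF1, PDGFA, ERBB3 and PDGFB had an adjusted p above 0.05. The paper states that all pathways of Fig. S14B rose in C4-2B cells with MG63 cells. Here the TGF-beta and MAPK/ERK target genes were not past the adjusted threshold, and the MAPK/ERK set was past it with library size only, with mono-culture replicates 1 and 2 only, with both replicate blocks, and without C4-2B replicate 3. The paper describes 1 sample of DU145 with MG63 cells outside its cluster in the PCA of Fig. S4A, and here no sample lay nearest another cluster on PC1 and PC2.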

Other observations

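The regroupings of the gene counts and the thinning test were fixed in advance, and the test of the LPCa genes that depend on 1 library and the split of the regroupings by swapped labels were chosen only after the results were seen.

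A hypothesis was that the gene counts with MG63 cells arise from how the same libraries are grouped. With labels swapped within cell line and replicate number, 1 of 16 regroupings, the real one, gave as many genes as the 185 in BPCa cells (at most 103 in another, median 34), and 1 of 16 gave as many as the 163 in LPCa cells (at most 100, median 53). With 16 regroupings the share cannot fall under 1 in 16, so a grouping by chance is not excluded. In 6 of 100 regroupings as many genes were selected in BPCa cells as the 14 in the real one (at most 26, median 1), and in 7 of 100 as many in LPCa cells as the 26 (at most 37, median 10). All 6 left every BPCa label in place and all 7 every LPCa label, so they keep the effect that they are meant to take away, and if that effect is real the share cannot fall under 6 and 7 in 100. The full set of 100 can therefore neither exclude a grouping by chance nor speak for it. Of the regroupings with a BPCa label swapped, 0 of 94 gave as many genes selected in BPCa cells (at most 7). Of those with an LPCa label swapped, 0 of 93 gave as many in LPCa cells (at most 24). These values argue against a grouping by chance for the 14 genes in BPCa cells. For the 26 genes in LPCa cells they do so only weakly, as 24 lies close to 26. The split by swapped labels was chosen after the results were seen, so a grouping by chance is not excluded.

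For comparisons between phenotypes, the groups were pooled over cell lines. BPCa cells with MG63 cells against LPCa mono-culture gave 1056 genes, and 1 of 36 regroupings, the real one, gave as many (at most 123 in another). LPCa cells with MG63 cells against BPCa mono-culture gave 2094 genes, again in 1 of 36 (at most 1165). Between the MG63 co-cultures 2641 genes changed, in 1 of 18 regroupings (at most 1130), where the share cannot fall under 1 in 18. Between the mono-cultures 3792 genes changed, in 1 of 100 of the 108 possible regroupings (at most 2044).

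A hypothesis was that the depth of the mono-cultures decides which genes are called with MG63 cells. After the mono-cultures without RANKL were thinned to the depth of the others, 152 genes were called in BPCa cells, and 33.6% of them (51 genes) were also called with the mono-cultures with RANKL as control. Before thinning this was 28.1%. Depth alone does not explain the dependence on the control. After thinning, 12 genes were selected in BPCa cells and 25 in LPCa cells.

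A hypothesis was that the genes selected in LPCa cells depend on replicate 2 of DU145 with MG63 cells. Without it, 11 of the 26 genes were still selected, so most of the selection depended on that library. Across genes the change with MG63 cells in LPCa cells correlated with GC content at a rho of 0.42 (0.28 with the mono-cultures with RANKL as control), and in BPCa cells at 0.044 (-0.043).

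The genes with the largest change between mono-cultures with and without RANKL were GCSHP5 (a processed pseudogene, log2 fold change -6.79, adjusted p = 3.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), ST20-MTHFS (a readthrough transcript, -5.18, adjusted p = 5.0e-04) and PID1 (-3.96, adjusted p = 0.018).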
